# Effect of metabolically divergent pig breeds and tissues on mesenchymal stem cell expression patterns during adipogenesis

**DOI:** 10.1186/s12864-024-10308-z

**Published:** 2024-04-25

**Authors:** Siriluck Ponsuksili, Puntita Siengdee, Shuaichen Li, Wannapimol Kriangwanich, Michael Oster, Henry Reyer, Klaus Wimmers

**Keywords:** Pig, Mesenchymal stem cells, Adipogenesis, Adipocyte

## Abstract

**Background:**

Unraveling the intricate and tightly regulated process of adipogenesis, involving coordinated activation of transcription factors and signaling pathways, is essential for addressing obesity and related metabolic disorders. The molecular pathways recruited by mesenchymal stem cells (MSCs) during adipogenesis are also dependent on the different sources of the cells and genetic backgrounds of donors, which contribute to the functional heterogeneity of the stem cells and consequently affect the developmental features and fate of the cells.

**Methods:**

In this study, the alteration of transcripts during differentiation of synovial mesenchymal stem cells (SMSCs) derived from fibrous synovium (FS) and adipose synovial tissue (FP) of two pig breeds differing in growth performance (German Landrace (DL)) and fat deposition (Angeln Saddleback (AS)) was investigated. SMSCs from both tissues and breeds were stimulated to differentiate into adipocytes in vitro and sampled at four time points (day 1, day 4, day 7 and day 14) to obtain transcriptomic data.

**Results:**

We observed numerous signaling pathways related to the cell cycle, cell division, cell migration, or cell proliferation during early stages of adipogenesis. As the differentiation process progresses, cells begin to accumulate intracellular lipid droplets and changes in gene expression patterns in particular of adipocyte-specific markers occur. PI3K-Akt signaling and metabolic pathways changed most during adipogenesis, while p53 signaling and ferroptosis were affected late in adipogenesis. When comparing MSCs from FS and FP, only a limited number of differentially expressed genes (DEGs) and enriched signaling pathways were identified. Metabolic pathways, including fat, energy or amino acid metabolism, were highly enriched in the AS breed SMSCs compared to those of the DL breed, especially at day 7 of adipogenesis, suggesting retention of the characteristic metabolic features of their original source, demonstrating donor memory in culture. In contrast, the DL SMSCs were more enriched in immune signaling pathways.

**Conclusions:**

Our study has provided important insights into the dynamics of adipogenesis and revealed metabolic shifts in SMSCs associated with different cell sources and genetic backgrounds of donors. This emphasises the critical role of metabolic and genetic factors as important indications and criteria for donor stem cell selection.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10308-z.

## Background

The mesenchymal stem cells (MSCs) are multipotent progenitors cells that can differentiate into a variety of cell types, including bone cells, cartilage cells, and fat cells [1]. Adipogenesis, the differentiation of mesenchymal stem cells into adipocytes, entails activating transcription factors and signaling pathways. It comprises a two-step process: stem cell determination and preadipocyte differentiation [2–4]. Briefly, at the beginning of adipogenesis is the signaling of bone morphogenetic proteins (BMPs), which belong to the transforming growth factor β (TGF-β) superfamily, a family of proteins that play a role in the conversion of pluripotent stem cells into the adipocyte lineage [5]. Then it is often portrayed as a cascade of regulatory events, the first wave involving CCAAT/enhancer-binding protein β (C/EBPβ) and C/EBPδ and sterol-regulatory element binding protein 1 (SREBP1), and these transcription factors being involved in the activation of the second wave, which includes C/EBPα and PPARγ, which coordinately activate the transcription of genes that give rise to the adipocyte phenotype [4].

Pigs, due to their physiological similarities to humans, serve as valuable cellular models for advancing stem cell therapies, regenerative medicine, and transplantation [6, 7]. Porcine MSCs are utilized as large animal models in regenerative medicine, preclinical studies, and transplantation for both human and veterinary applications, benefiting the livestock industry [7–9]. Comprehensive understanding of molecular changes during MSC transition from self-renewal to differentiation, particularly in pig adipogenesis, and related technologies, contributes to diverse experimental research.

Various source of tissue for derived MSCs influence functional properties of the cells was reported [10–13]. Bone marrow and subcutaneous adipose tissue are the most familiar sources for MSCs derivative used in most stem cell studies, whereas synovium or infrapatellar fat pad tissues have been considered as promising MSCs sources [14–16]. In addition to the MSCs derived from synovium and infrapatellar fat pad have demonstrated higher proliferation capacity [15, 17]. Moreover, MSCs from fibrous synovium release a greater number of MSCs than adipose synovium [18]. Our prior study demonstrated that SMSCs from fibrous synovium and adipose synovial tissue exhibit similar cell morphologies and immunophenotypes but distinct molecular features [12].

The genetic background of donor MSCs also plays an important role in adipogenesis. Previous studies have shown that pre-adipocytes proliferate more rapidly in fat pigs than in lean pigs [19]. In addition, several studies demonstrated that bone marrow stem cell (BMSCs) from mouse fed a high-fat diet, increased reactive oxygen species (ROS) production [20] or that obese donors lead to undesirable proliferation, differentiation, and self-renewal of BMSCs [21]. Our earlier study on undifferentiated synovial mesenchymal stem cells (SMSCs) found breed-specific transcript and signaling pathway variations related to traits like lean stature or obesity in the cell donors [12]. Comparing adipose and bone marrow MSCs during adipogenic differentiation revealed genes well-represented across various functional categories of adipogenesis [22, 23]. Numerous studies have reported molecular changes in synovial MSCs during differentiation into adipocytes [24–26].

In this study, we gain further insight into the transcript changes during differentiation of synovial MSCs derived from fibrous synovium and adipose synovial tissue sources of two pig breeds differing in growth performance (German Landrace (DL)) and fat deposition (Angeln Saddleback (AS)). SMSCs derived from both tissues and breeds were stimulated to differentiate into adipocytes in vitro. Adipocytes were harvested at four time points (the differentiation period at day 1, day 4, day7 and day 14) to generate transcriptomic data. In addition, we compare undifferentiated cell with differentiated cells along the process to gain a better understanding of molecular pathways. Therefore, the aim of this study was to identify genes and signaling pathways that are involved in the initiation of adipogenic differentiation of SMSCs from two different synovial tissues, two breeds, and that subsequently vary between undifferentiated and differentiated cells at four different time points along the developmental process to gain a better understanding of the molecular pathways.

## Results

### Characterization of porcine SMSCs during adipogenic differentiation

The microscopic appearance of cells derived from the FS and FP tissue samples of both breeds, AS and DL, at four time points up to day 14 of cultivation under differentiation conditions are shown in Fig. 1. From day 4, lipid droplets were observed under the phase contrast microscope. An increase in lipid droplets on day 7 and even more clearly on day 14 was observed by positive red lipid droplet staining with Oil Red-O. In the control group where SMSCs were cultured in Complete Culture Medium (CCM), no lipid droplets were observed at any of the designated time points. Interestingly, no discernible differences were observed among different breeds and tissue sources in terms of these morphological characteristics, despite their differences in lipid metabolism.

**Fig. 1:**
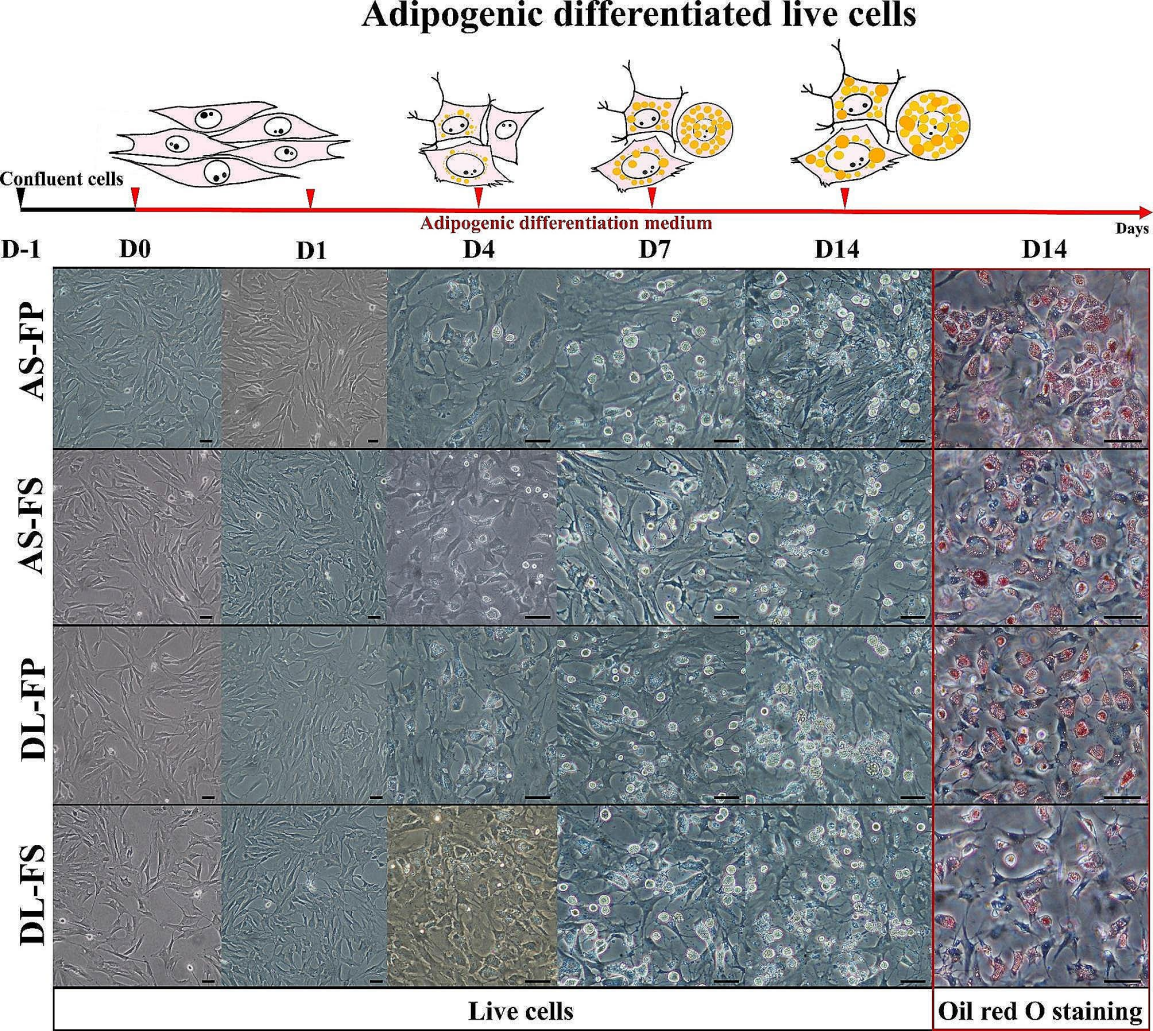
Adipogenic differentiation of mesenchymal stem cells derived from different synovial tissue sources (fibrous synovium (FS) and adipose synovial tissue (FP)) of German Landrace (DL) and Angeln Saddleback (AS) breeds. Morphological changes of live cells after plating at D0 and the differentiated cells at day 1 (D1), day 4 (D4), day 7 (D7) and day 14 (D14) were presented. The lipid-droplet formation of adipocytes was observable at 4 days, and increased over time under adipogenic differentiation after culturing in an adipogenic differentiation medium. The cytoplasmic lipid-droplets deposition was observed by Oil Red-O staining on day 14 and visualized under a phase-contrast microscope (red with a clear background). Scale bars:100 μm

### Transcriptional changes between adipogenic induction and non-inducted control groups

A total of 13,287 probe sets that met the quality control criteria were used for further investigations. 

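Cells from the synovium of Angeln Saddleback (AS) and German Landrace (DL) pigs were grown in AIM or in CCM and hybridized to 72 Snowball arrays. These made 36 groups of 2 cultures each, 1 group for each breed, tissue, medium and day. Each breed and tissue was 1 pool of cells from 3 pigs, so the p-values below measure the spread between cultures of the same pools and not between animals. The authors deposited log2 intensities from RMA, 1 table of 47845 probe sets, and all values here start from it. A probe set was tested when its SD over the arrays was above 0.25 and its value was above the median of the array in at least 8 arrays, which left 18335 probe sets, of which 12487 carry the name of 1 of 7852 genes. The 36 group means were fitted in limma with the culture line as a random block, and a difference passed at an adjusted p under 0.01 within its comparison. Differences are on the log2 scale, averaged with equal weight over breeds and tissues, and a gene is given by its probe set with the highest mean.
Of 28 group means that the paper's additional files also give, 8 differed from those of the deposited labels by more than 0.001. Exchanging the labels of 2 pairs of arrays closed all 8 gaps. The first pair was labelled AS FP day 7 replicate 2, in AIM and in CCM. The second was labelled DL FP day 0 replicate 2 and DL FS day 1 replicate 2, both in CCM. These 4 arrays were left out and the remaining 68 were used for the values below unless another setting is named. So 4 of the 36 groups rest on 1 array and are assumed to vary like the others. The filter and the choice of a gene's probe set used all 72 arrays. Gene lists were written before the data were examined, and a list was tested with camera, adjusted over 43 lists, at 0.05.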

Principal component analysis (PCA) was conducted using data from 13,287 probes sets encompassing all 72 samples. Notably, the PCA revealed a more pronounced segregation between cell states, particularly between the AIM groups (representing Adipogenic Induction Medium) and SMSCs cultivated in CCM (Complete Culture Medium), as illustrated in Fig. 2A, compared to the distinction between different breeds.

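Genes of the fat cell and genes of cell division ranged widely between groups of arrays. The group mean of adiponectin (ADIPOQ), a hormone of fat cells, ran from 5.48 to 13.05 over the 9 groups of day and medium, and that of the fatty acid carrier FABP4 from 4.88 to 12.54. The median over the genes of mitosis and the kinetochore ran from 4.33 to 7.75. The first component held 44.9% of the variance of the tested probe sets and the second 15.4%. Medium and day together accounted for 98.3% of the variance along the first component and for 97.3% along the second. The breeds accounted for 0.1% along the first and for 63.7% along the fourth, which held 3.7% of the variance. Over all tested probe sets, medium and day took 71.1% of the sum of squares, the breed 3.4% and the tissue 1.4%.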

To investigate regulation during adipogenesis of SMSCs, we compared differentiated SMSCs grown in AIM with SMSCs grown in CCM at the same time points on day 1, day 4, day 7 and day 14, respectively (Additional file 1). Additional file 1 shows all details of the analysis with lsmean, fold change and adjusted *P*-value (FDR < 1%) with color coding of all differentially expressed genes (DEGs) between AIM groups compared to undifferentiated (CCM groups). The total number of DEGs that were up- or downregulated with an FDR < 0.01 is shown in Table 1, and the overlap number of these DEGs is shown in Fig. 2B. The number of DEGs between AIM groups and CCM groups increased from day 1 and remained constant from day 4 to day 14. 

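On day 1 the largest increase in AIM was in the chemokine scavenger receptor ACKR4 at a log2 difference of 4.79 (standard error 0.23, adjusted p = 9.3e-19) from limma. Next were the amidase WDYHV1 (4.11), the glycosyltransferase GALNT15 (3.55), the kinase SGK1 (3.09) and the innate immune receptor TLR4 (3.06). Of 6 other probe sets of TLR4, 5 passed in the same direction and 1 in the opposite. The cadherin DCHS2 (-3.36), the cytokines IL33 (-3.29) and IL6 (-2.70), the proteoglycan ESM1 (-2.86) and the synaptic adhesion gene LRRTM4 (-2.65) were the furthest below CCM. By day 4 fat cell genes led. The fatty acid transporter CD36 was higher by 7.30 (standard error 0.41, adjusted p = 4.8e-18), ADIPOQ by 6.76, FABP4 by 6.43, the adhesion molecule CEACAM1 by 6.28 and the glycerol channel AQP3 by 6.14. The guidance cue SEMA3D (-5.15), the Wnt antagonist SFRP4 (-4.80), the potassium channel subunit KCNE4 (-4.35), collagen COL14A1 (-4.13) and the death ligand TNFSF10 (-3.81) were the furthest below. On day 7 the triacylglycerol enzyme DGAT2 was higher by 6.91 and carbonic anhydrase CA3 by 6.39, and the secreted glycoprotein CHI3L1 was at -4.76. On day 14 the hormone-sensitive lipase LIPE was higher by 5.70 and the oxidase maturation factor DUOXA2 by 5.38, while COL14A1 was at -6.06 and the matrix protein POSTN at -4.93. In CCM the means of WDYHV1 on day 1, CEACAM1 on day 4 and CA3 on day 7 were below the background controls, and measured from these the differences were 3.35, 5.59 and 6.19. The genes named so far were chosen among those with the same sign in all 4 combinations of breed and tissue, so this shared sign is not a result. In all, 5128 probe sets passed on day 1, 9000 on day 4, 8257 on day 7 and 8901 on day 14.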

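Most tested genes of the matrix were lower in AIM on day 4. Of 62 tested genes of collagens and the extracellular matrix, 13 higher, 37 lower and 12 not passing in AIM on day 4 (13 higher and 37 lower when adjusted over the list alone). Besides COL14A1, these were the microfibril gene MFAP5 at a log2 difference of -3.41, the metalloproteinase inhibitor TIMP3 at -2.80 and the elastic fibre gene FBLN5 at -2.55 (adjusted p at most 3.2e-19 from limma). The list was lower as a whole (adjusted p = 0.027 from camera, adjusted p = 0.62 with an estimated correlation). Of the probe sets that passed, 1900 were higher in AIM and 3228 higher in CCM on day 1, 3588 and 5412 on day 4, 3241 and 5016 on day 7, and 3829 and 5072 on day 14. The share higher in AIM on day 4 was 39.9%, and 49.2% after each array was centred on its median, a step that moved the median of all differences by 0.10, the largest such shift.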

There were a higher number of genes with higher abundance in CCM groups than in AIM groups. Moreover, 656, 515, 211 and 549 of these transcripts were differentially expressed between AIM groups and CCM groups exclusively on day 1, day 4, day 7 or day 14, respectively. 

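Most genes of DNA synthesis were lower in AIM on day 1, with 0 higher, 40 lower and 4 not passing of 44. The replication factor MCM4 was at a log2 difference of -1.44 and the licensing factor CDC6 at -1.40 on day 1 (adjusted p at most 6.9e-06 from limma). Mitotic kinase CDK1 was at 1.29 and topoisomerase TOP2A at 0.96 on day 14 (adjusted p at most 2.4e-07), where of 63 genes of mitosis and the kinetochore, 34 higher, 5 lower and 24 not passing (37 higher and 5 lower when adjusted over the list alone; adjusted p = 4.3e-04 from camera, adjusted p = 0.57 with an estimated correlation). Passing on 1 day and no other were 753 probe sets on day 1, 889 on day 4, 249 on day 7 and 870 on day 14. Of these, 300, 449, 113 and 483 were higher in AIM. A probe set that passed on 1 day alone was not shown to differ between the days, since the difference between days was not tested for these counts. Across days, 938 probe sets passed in opposite directions.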

2835 genes were differentially expressed between AIM groups and CCM groups across both breeds at each of the four time points (Fig. 2B).

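Transcripts that stood apart from CCM from the first day on included the atypical chemokine receptor ACKR4, still at a log2 difference of 3.97 on day 14, the lipid remodelling enzyme LPCAT3 at 1.66 on day 1 and 2.26 on day 14, and the sterol enzymes HMGCS1, 1.41 and 1.95, and SC5D, 1.65 and 1.49 (adjusted p at most 2.0e-15 from limma). The desaturase SCD was higher by 1.24 on day 1 and by 4.33 on day 4. Lower were the integrin subunit ITGB3, at -1.89 on day 1 and -3.48 on day 14, and the cytokinesis exchange factor ECT2, at -2.15, -1.88 and -1.35 on days 4 to 14. On all 4 days 2877 probe sets passed, 830 of them higher in AIM on every day and 1725 higher in CCM on every day. At least 1 day had a difference for 12056 probe sets.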

**Table 1:** Number of differentially expressed genes between adipogenesis-induced cells (AIM groups) and cells maintained under control conditions (CCM groups) from comparison within each time point (day 1, 4, 7, 14) at FDR < 0.01

	Overall	upregulated in AIM groups	upregulated in CCM groups
Day 1	4941	1928	3013
Day 4	7506	2852	4654
Day 7	7389	2915	4474
Day 14	7421	3128	4293

**Fig. 2:**
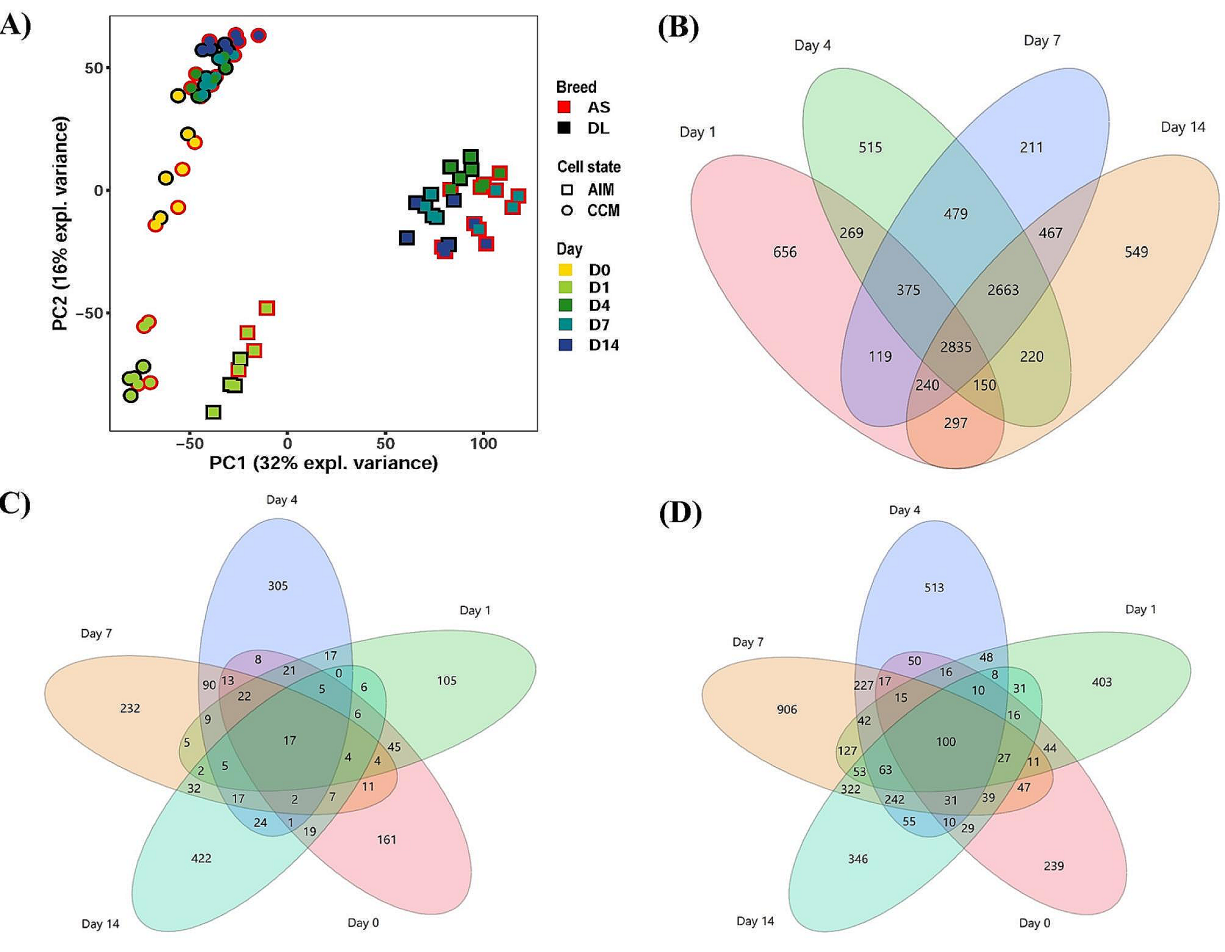
PCA plot demonstrates all microarrays used (72 samples). Samples were colored based on breeds, day of culture and symbols as cell state (**a**). Venn diagrams of the number of differentially expressed transcripts at each time point when comparing (**b**) between adipogenic induction medium (AIM) groups and complete culture medium (CCM) groups on day 1, 4, 7 and 14; (**c**) between porcine synovial mesenchymal stem cells (SMSCs) obtained from both tissue sources (fibrous synovium and adipose synovial tissue) on day 0, 1, 4, 7 and 14; (**d**) between porcine SMSCs obtained from German Landrace (DL) and Angeln Saddleback (AS) on day 0, 1, 7, 14 and 21

The DEGs transcripts were further submitted to functional analysis for both biological process and KEGG pathway analysis. Most changes in transcript abundances at day 1 were found in categories cell cycle, cell division, cell migration or cell proliferation (Fig. 3A). 

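Cell division genes were lower in AIM than in CCM on day 1. Of 63 tested genes of mitosis and the kinetochore, 0 higher, 60 lower and 3 not passing (0 higher and 61 lower when adjusted over the list alone). The kinetochore gene NUF2 was at a log2 difference of -1.33 (standard error 0.14, adjusted p = 5.4e-10) from limma, the checkpoint kinase BUB1B at -1.30, the mitotic motor KIF15 at -1.28 and the spindle kinase TTK at -1.24. The DNA replication list of 44 tested genes held 0 higher, 40 lower and 4 not passing (0 higher and 40 lower when adjusted over the list alone), among them the polymerase subunit POLE2 (-1.36) and the nucleotide reductase RRM2 (-1.37). The mitosis list had a median of -0.94 and camera placed it below other genes (adjusted p = 1.4e-20, adjusted p = 0.11 with an estimated correlation). For DNA replication the values were -0.79 and adjusted p = 9.8e-15 (adjusted p = 0.12 with an estimated correlation).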

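Most genes of the contractile cytoskeleton were lower in AIM on day 4. Of 36 tested genes of the smooth muscle actin cytoskeleton, 0 higher, 24 lower and 12 not passing (0 higher and 26 lower when adjusted over the list alone). The actin crosslinker FLNC was at a log2 difference of -1.87 (standard error 0.10, adjusted p = 2.4e-18) from limma, the focal adhesion gene TGFB1I1 at -1.55, the LIM domain gene FHL2 at -1.44 and the matricellular growth factor CTGF at -1.99. Fatty acid beta-oxidation moved the other way, with 17 higher, 6 lower and 6 not passing of 29 tested (17 higher and 6 lower when adjusted over the list alone). The peroxisomal thiolase ACAA1 was higher by 3.19 (standard error 0.10, adjusted p = 6.2e-26) and the carnitine carrier SLC25A20 by 0.92, while the carnitine transferase CPT1A (-1.34) and the oxidase ACOX2 (-0.92) were lower. The actin list had adjusted p = 0.0015 from camera (adjusted p = 0.62 with an estimated correlation) and beta-oxidation adjusted p = 0.0026 (adjusted p = 0.18 with an estimated correlation). No list for protein processing was among those tested.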

On day 4 the changes in transcripts were found enriched particular in regulation of cell shape, protein process, fatty acid beta-oxidation. The biological process such as protein process and fatty acid beta-oxidation were enriched until day 14 when comparing SMSCs grown in AIM or control (CCM) medium. 

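Most beta-oxidation genes stayed above CCM to the end of the culture. Of the 29 tested, the counts were 18 higher, 7 lower and 4 not passing on day 7 (18 higher and 7 lower when adjusted over the list alone), and 20 higher, 6 lower and 3 not passing on day 14 (20 higher and 6 lower when adjusted over the list alone). The long-chain dehydrogenase ACADVL was higher by 1.29 (standard error 0.10, adjusted p = 1.7e-13) from limma on day 7 and by 1.27 on day 14, the electron transfer subunit ETFB by 0.96 on day 7 and the electron transfer dehydrogenase ETFDH by 1.20 on day 14. On day 1 the medium-chain dehydrogenase ACADM was lower, at -0.95, as was the thiolase ACAT1 at -0.68, and the reductase DECR2 was higher at 0.64. The list then had 6 higher, 8 lower and 15 not passing and a median of 0.04, against 0.09 after centring the arrays on their medians and 0.11 after quantile normalization. From camera, adjusted p was 3.9e-04 on day 7 (adjusted p = 0.091 with an estimated correlation) and 3.7e-04 on day 14 (adjusted p = 0.11 with an estimated correlation).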

DEGs enriched in negative regulation of cell proliferation were found at all- time points. In the analysis of KEGG pathways (Fig. 3B), we found PI3K-Akt signaling pathways, metabolic pathways, Fatty acid metabolism, Fatty acid degradation and Cellular senescence enriched across all time points. 

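The PI3K-Akt genes split between both media, with receptors and ligands on either side. On day 4 the stem cell factor receptor KIT was higher in AIM by 2.53 (standard error 0.13, adjusted p = 7.5e-19) from limma and the growth factor FGF10 by 2.47, while integrin ITGA8 (-2.44) was lower. On day 14 the growth factor HGF was at -2.46 (-2.17 with AIM raised to the background controls), and on day 7 the platelet-derived factor PDGFD was at -2.05. Of 70 tested PI3K-Akt genes, 22 higher, 13 lower and 35 not passing on day 1 (23 higher and 14 lower when adjusted over the list alone), 22 higher, 29 lower and 19 not passing on day 4 (22 higher and 29 lower when adjusted over the list alone), 24 higher, 30 lower and 16 not passing on day 7 (26 higher and 31 lower when adjusted over the list alone) and 24 higher, 30 lower and 16 not passing on day 14 (24 higher and 31 lower when adjusted over the list alone). The list was above other genes on day 1 (adjusted p = 0.0025 from camera, adjusted p = 0.06 with an estimated correlation), and on days 4, 7 and 14 it was not (adjusted p = 0.53, 0.55 and 0.93), with medians below 0 although camera's direction was up. Its median was -0.09, against 0.01 after centring the arrays on their medians and -0.04 after quantile normalization on day 4, and -0.17, against -0.10 after centring the arrays on their medians and -0.16 after quantile normalization on day 14.
Fatty acid synthesis and desaturation had 9 higher, 2 lower and 10 not passing of 21 tested on day 1 (10 higher and 3 lower when adjusted over the list alone) and 16 higher, 3 lower and 2 not passing on day 4 (17 higher and 3 lower when adjusted over the list alone). The acyl-CoA synthetase ACSL4 (1.18) and the citrate lyase ACLY (0.94) were already higher on day 1, and ACSL1 (4.27) and the acetyl-CoA synthetase ACSS2 (2.41) led on day 4 with the dehydrogenase HSD17B12 (2.32). This list passed on both days (adjusted p = 5.3e-04 from camera, adjusted p = 0.14 with an estimated correlation, and 4.1e-09, adjusted p = 0.006 with an estimated correlation). Of 74 cellular senescence genes, 13 higher, 28 lower and 33 not passing on day 1 (13 higher and 31 lower when adjusted over the list alone), 17 higher, 24 lower and 33 not passing on day 4, 19 higher, 27 lower and 28 not passing on day 7 and 26 higher, 23 lower and 25 not passing on day 14. The chemokine CXCL8 was higher by 4.00 on day 4 and 4.89 on day 14 (4.54 from the background controls, which CCM was below), the growth factor binding protein IGFBP3 by 2.69 on day 4 and the small GTPase MRAS by 2.58 on day 14. The senescence list was on neither side of other genes on any of the 4 days (adjusted p = 0.44, 0.83, 0.71 and 0.56 from camera), with medians of -0.02, against 0.07 after centring the arrays on their medians and 0.00 after quantile normalization on day 4 and -0.08, against 0.00 after centring the arrays on their medians and -0.01 after quantile normalization on day 7.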

Interesting after four days of induction, the pathways category Lysosome, Endocytosis and Apoptosis were enriched. 

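Endocytosis genes were mostly lower in AIM on day 4, with 5 higher, 32 lower and 15 not passing of 52 tested (6 higher and 32 lower when adjusted over the list alone). The vesicle scission gene DNM1 was at a log2 difference of -2.46 (standard error 0.12, adjusted p = 2.0e-19) from limma, the sorting nexin SNX1 at -2.30 (-1.92 with AIM raised to the background controls) and the actin regulator WIPF1 at -1.31, while the phospholipase PLD1 was higher by 1.60. Lysosomal genes went both ways. The acid lipase LIPA was higher by 1.81, the phospholipase PLA2G15 by 1.63 and the protease CTSC by 1.38, whereas the protease LGMN was at -1.74. Of 49 tested, 13 higher, 19 lower and 17 not passing (13 higher and 19 lower when adjusted over the list alone). Among 60 apoptosis genes, 15 higher, 25 lower and 20 not passing (15 higher and 27 lower when adjusted over the list alone), with the inhibitors NFKBIA (1.97) and CFLAR (1.53) higher and the protease CAPN2 (-1.35) lower. Endocytosis was below other genes (adjusted p = 0.0056 from camera, adjusted p = 0.19 with an estimated correlation), and lysosome and apoptosis were not called (adjusted p = 0.9 and 0.83). The lysosome median was -0.17, against -0.07 after centring the arrays on their medians and -0.15 after quantile normalization. That of apoptosis was -0.10, against 0.00 after centring the arrays on their medians and -0.05 after quantile normalization.
On day 14 the lysosomal membrane gene SCARB2 was at -1.73 and the counts were 11 higher, 26 lower and 12 not passing (11 higher and 27 lower when adjusted over the list alone), for endocytosis 10 higher, 25 lower and 17 not passing (10 higher and 25 lower when adjusted over the list alone) and for apoptosis 23 higher, 21 lower and 16 not passing (24 higher and 22 lower when adjusted over the list alone), with an apoptosis median of -0.01, against 0.06 after centring the arrays on their medians and 0.02 after quantile normalization. Endocytosis passed that day (adjusted p = 0.04 from camera, adjusted p = 0.36 with an estimated correlation).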

Changes of transcripts enriched in p53 signaling pathways and ferroptosis were found on the late time point (day 14).

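The p53 targets split on day 14. The stress gene GADD45B was higher in AIM by 1.31 (standard error 0.12, adjusted p = 2.2e-12) from limma, and the antioxidant regulator SESN2 (-0.98) and the caspase CASP8 (-1.05) were lower. Of 35 tested, 11 higher, 15 lower and 9 not passing (11 higher and 16 lower when adjusted over the list alone), and on day 4 the counts were 9 higher, 16 lower and 10 not passing, with the cell cycle kinase CDK6 at -1.33. Ferroptosis genes shared with lipid metabolism were higher, namely the acyl-CoA synthetases ACSL1 (4.37) and ACSL4 (1.65) and the squalene synthase FDFT1 (1.14). Of 29 tested on day 14, 16 higher, 10 lower and 3 not passing (16 higher and 10 lower when adjusted over the list alone), against 12 higher, 6 lower and 11 not passing on day 4, when the cystine carrier SLC7A11 was at -2.19. The p53 list was not called on day 14 (adjusted p = 0.68 from camera), while ferroptosis was (adjusted p = 0.025, adjusted p = 0.23 with an estimated correlation), as it was on day 4 (adjusted p = 0.031, adjusted p = 0.24 with an estimated correlation).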

Upon further annotation of DEGs with up- or down-regulated at each time point during adipogenesis, we found that significant pathways of the up-regulated transcripts in the early stage (day 1 and 4) enriched in many pathways including cell cycle, DNA replication and alcoholism. 

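No gene of mitosis or of the kinetochore was higher in AIM than in CCM on day 1 or day 4. On day 4 their counts were 0 higher, 35 lower and 28 not passing of 63 tested (0 higher and 35 lower when adjusted over the list alone; 0 higher and 44 lower at an unadjusted p under 0.05 from limma). The cytokinesis gene ANLN was at a log2 difference of -1.65, the condensin SMC4 at -1.53 and the kinetochore gene SPC25 at -1.53. Among DNA replication genes on day 4, the replication factor MCM10 (0.88) and the clamp loader RFC1 (0.81) were higher and the thymidylate synthase TYMS (-0.79) was lower, and the counts were 5 higher, 11 lower and 28 not passing of 44 (4 higher and 11 lower when adjusted over the list alone), with a median of -0.04, against 0.06 after centring the arrays on their medians and 0.02 after quantile normalization. Measured instead from day 0 in CCM to day 1 in AIM, the mitotic genes rose. They rose further in CCM, where the mean of the list's median went from 6.22 on day 0 to 7.75 on day 1, against 6.88 in AIM on day 1. The spindle gene CKAP2L rose by 0.98 (standard error 0.18, adjusted p = 1.4e-05) from limma and the kinetochore gene NDC80 by 0.94, with 45 higher, 0 lower and 18 not passing of the 63 (45 higher and 0 lower when adjusted over the list alone). That list was above other genes (adjusted p = 7.8e-10 from camera, adjusted p = 0.37 with an estimated correlation). None of the 82 replication-dependent histone genes listed for the alcoholism pathway was among the tested probe sets.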

Whereas at day 7 and day 14 of the up-regulated transcripts were enriched in PPAR signaling, AMPK signaling, fatty acid metabolism, regulation of lipolysis in adipocytes, unsaturated fatty acid biosynthesis, glycerolipid metabolism, adipocytokine signaling, peroxisome, steroid biosynthesis, and pyruvate metabolism.

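The lipid genes of the mature fat cell were far above CCM on day 7. The fatty acid binding protein FABP3 was higher by 5.72 (standard error 0.14, adjusted p = 4.1e-28) from limma, the lipid droplet genes CIDEC by 5.26 and CIDEA by 4.88, the lipase cofactor ABHD5 by 4.07 and LIPE by 5.58. Of 42 PPAR signaling genes, 25 higher, 10 lower and 7 not passing (25 higher and 10 lower when adjusted over the list alone), and of 71 AMPK signaling genes, 39 higher, 16 lower and 16 not passing (40 higher and 16 lower when adjusted over the list alone). Lipolysis had 13 higher, 0 lower and 1 not passing of 14 (14 higher and 0 lower when adjusted over the list alone), triacylglycerol synthesis and lipid droplets 17 higher, 1 lower and 2 not passing of 20 (17 higher and 1 lower when adjusted over the list alone), and fatty acid synthesis 16 higher, 2 lower and 3 not passing of 21 with the elongase ELOVL7 at 2.63. The camera tests gave adjusted p = 3.2e-09 for PPAR (adjusted p = 0.01 with an estimated correlation), 8.8e-06 for AMPK (adjusted p = 0.01 with an estimated correlation), 1.7e-13 for lipolysis (adjusted p = 5.6e-04 with an estimated correlation), 1.2e-10 for triacylglycerols (adjusted p = 0.0018 with an estimated correlation) and 6.4e-11 for fatty acid synthesis (adjusted p = 0.0025 with an estimated correlation).
Most peroxisomal, sterol and pyruvate genes tested were higher as well. On day 7 the peroxisome division gene PEX11A was higher by 3.22, the sterol enzyme HSD17B7 by 3.00, the gluconeogenic enzyme PCK1 by 4.76 and the aconitase ACO1 by 2.22, and the fatty acyl reductase FAR2 was lower, at -1.94. Peroxisome had 19 higher, 5 lower and 5 not passing of 29 (19 higher and 5 lower when adjusted over the list alone), cholesterol biosynthesis 13 higher, 0 lower and 1 not passing of 14 (13 higher and 0 lower when adjusted over the list alone), and the citrate cycle with pyruvate oxidation 12 higher, 0 lower and 3 not passing of 15 (12 higher and 0 lower when adjusted over the list alone). Their camera tests gave adjusted p = 5.2e-06 (adjusted p = 0.045 with an estimated correlation), 1.5e-10 (adjusted p = 0.013 with an estimated correlation) and 2.6e-06 (adjusted p = 0.056 with an estimated correlation).
On day 14 the counts were 26 higher, 9 lower and 7 not passing for PPAR (26 higher and 9 lower when adjusted over the list alone), 39 higher, 15 lower and 17 not passing for AMPK (39 higher and 15 lower when adjusted over the list alone), 13 higher, 0 lower and 1 not passing for lipolysis, 18 higher, 1 lower and 1 not passing for triacylglycerols, 19 higher, 5 lower and 5 not passing for peroxisome, 12 higher, 0 lower and 2 not passing for cholesterol and 12 higher, 0 lower and 3 not passing for the citrate cycle. The sterol hydroxylase CYP27A1 was higher by 5.14 and the carboxylase ACACA by 2.52 that day. All 7 lists were called on day 14 (adjusted p at most 1.5e-04 from camera), and with an estimated correlation peroxisome (adjusted p = 0.067 with an estimated correlation) and the citrate cycle (adjusted p = 0.056 with an estimated correlation) were not.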

**Fig. 3:**
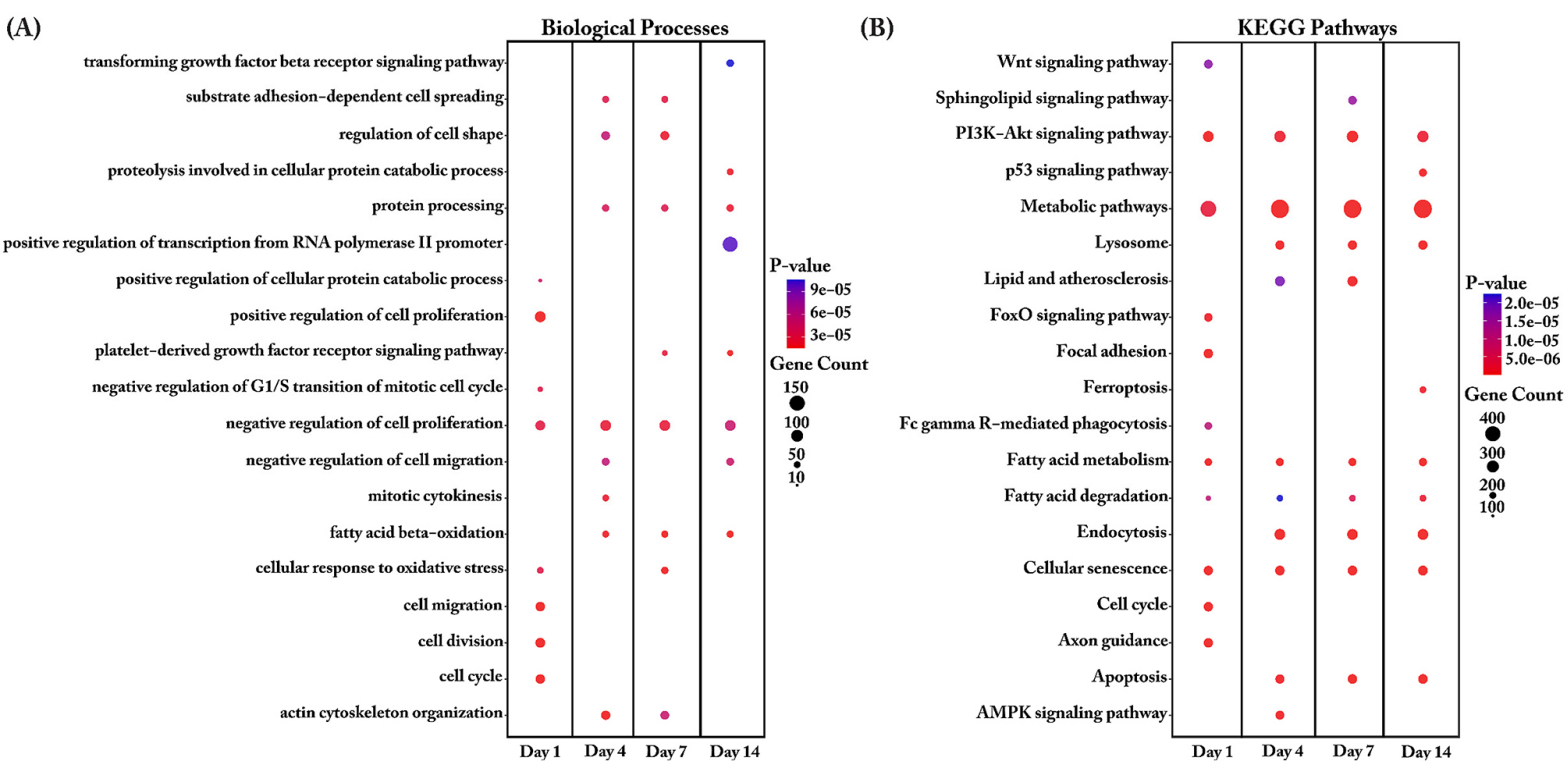
Biological Process (**a**) and KEGG pathway (**b**) enrichment analysis of differentially expressed genes between complete culture medium (CCM) groups and adipogenic induction medium (AIM) groups. The dot size represents the number of genes involved in each biological process or KEGG pathways, while the dot’s color indicates the *p-value*

### Comparison of the transcriptional profile of SMSCs derived from FP and FS

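Before induction the membrane glycoprotein GPM6B was higher in FP by 1.66 (standard error 0.26, adjusted p = 1.3e-04) from limma, the growth factor EREG by 1.39, the cadherin PCDH17 by 1.38, the pericyte potassium channel KCNJ8 by 1.37 and the chemokine CCL19 by 1.34. Lower in FP were the positional gene HOXC10 at -1.93 (standard error 0.20, adjusted p = 9.1e-08), the adhesion receptor ADGRD1 at -1.72, the secreted ANGPTL1 at -1.64, the stromal marker CD34 at -1.61 and the iron-binding PIR at -1.50. Pericyte markers moved with this group, with 2 higher, 0 lower and 4 not passing of 6 tested (4 higher and 0 lower when adjusted over the list alone; adjusted p = 4.1e-09 from camera, adjusted p = 2.3e-04 with an estimated correlation). On day 1 the acylase ASPA (1.88), the transferase MGST1 (1.55), FAM180A (1.31) and the homeobox gene BARX1 (1.27) were higher in FP, and the transcription cofactor ZFPM2 (-1.50) and the kinase SGK1 (-1.39) were lower. These single genes were chosen among those with the same sign in both breeds. Over the 5 days, 314 probe sets passed on at least 1 day. Some of these calls ended in other fits, though their differences changed little (GPM6B was at 1.65 on day 0 with the cultures averaged). Averaging also leaves fewer samples. With the 2 cultures of each pool averaged, the day 0 calls of CD34 (adjusted p = 0.01), EREG (adjusted p = 0.27) and GPM6B (adjusted p = 0.015) ended, and on day 1 those of ASPA (adjusted p = 0.1), BARX1 (adjusted p = 0.021), CD34 (adjusted p = 0.063), FAM180A (adjusted p = 0.031), HOXC10 (adjusted p = 0.028), MGST1 (adjusted p = 0.013) and PCDH17 (adjusted p = 0.03). On day 0 PCDH17 also ended with no filter (adjusted p = 0.013), and CCL19 with no filter (adjusted p = 0.02), the SD filter only (adjusted p = 0.015), centred arrays (adjusted p = 0.01) and no moderation (adjusted p = 0.015). On day 1 BARX1 ended with no filter as well (adjusted p = 0.012).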

Depending on the origin of the tissues (FP or FS), a total of 1,617 DEGs were found at a threshold of 1% FDR in at least one of the comparisons on days 0, 1, 4, 7 and 14 (Additional file 2). 

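On day 4 the gluconeogenic enzyme PCK1 was higher in FP by 2.11 (standard error 0.22, adjusted p = 1.6e-07) from limma, the Wnt antagonist FRZB by 1.73 (1.12 from the background controls, which FS was below), the motor MYO1D by 1.59 and the deiodinase DIO3 by 1.29. Lower were the co-stimulatory receptor CD86 at -2.03, the centriole gene SASS6 at -1.54, the positional gene HOXC13 at -1.24 and the matrix gene FBLN1 at -1.15. On day 7 dystrophin (DMD, 1.71), the imprinted RNA MEG3 (1.16) and DIO3 (1.43) were higher and the G protein GNA14 (-1.15) was lower. With the cultures of a pool averaged, MYO1D (adjusted p = 0.041), SASS6 (adjusted p = 0.031) and HOXC13 (adjusted p = 0.04) no longer passed on day 4, nor DMD (adjusted p = 0.011), MEG3 (adjusted p = 0.016) and GNA14 (adjusted p = 0.011) on day 7. FBLN1 on day 4 missed the threshold in 7 alternatives, with the SD filter only (adjusted p = 0.017), no filter (adjusted p = 0.026), centred arrays (adjusted p = 0.011), no replicate block (adjusted p = 0.014), the replicate block as a fixed term (adjusted p = 0.014), no moderation (adjusted p = 0.013) and, chosen after seeing the data, all 72 arrays as labelled (adjusted p = 0.32). The number of probe sets that passed was 75 on day 0, 56 on day 1, 134 on day 4, 59 on day 7 and 107 on day 14. The counts on day 0 split into 39 higher in FP and 36 higher in FS, a share in FP of 52% that was 41.9% with the arrays centred on their medians. They depended on the fit. With the arrays of each comparison alone, 0 probe sets passed in FP against FS on each of the 5 days (2004 at an unadjusted p under 0.05 in FP against FS on day 4 from limma), and with the cultures of a pool averaged, 44, 7, 21, 10 and 6 on days 0 to 14. Leaving out 1 culture line lowered the counts to as few as 36 on day 0 (without AS FP replicate 1), 20 on day 1 (without DL FP replicate 1), 29 on day 4 (without DL FP replicate 2), 16 on day 7 (without DL FP replicate 1) and 35 on day 14 (without DL FP replicate 1).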

The number of DEGs between FP and FS was slightly lower on day 1 than on day 0 and higher again on the late days. 

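On day 14 the cell adhesion gene NRCAM was higher in FP by 1.24 (standard error 0.17, adjusted p = 2.7e-05) from limma and the growth factor binding protein IGFBP5 by 1.22, with PCK1 at 1.79, MYO1D at 1.38 and MEG3 at 1.25. The metalloproteinase MMP28 was lower at -1.44, the monooxygenase FMO1 at -1.16, ZFPM2 at -1.14 and the efflux transporter ABCG2 at -1.07. Of the 107 probe sets that passed that day, 55 were higher in FP and 52 higher in FS. More passed on day 4, 73 higher in FP and 61 higher in FS. At an unadjusted p under 0.05 there were 2279 on day 4 and 2548 on day 14. When the cultures of each pool were averaged, the day 14 calls of ABCG2 (adjusted p = 0.16), FMO1 (adjusted p = 0.015), HOXC10 (adjusted p = 0.024), IGFBP5 (adjusted p = 0.15), MEG3 (adjusted p = 0.015), MMP28 (adjusted p = 0.024), MYO1D (adjusted p = 0.095), NRCAM (adjusted p = 0.084) and ZFPM2 (adjusted p = 0.011) ended, and that of ZFPM2 with no filter too (adjusted p = 0.013).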

The most significant difference between FP and FS was observed on day 14. In addition, 161, 105, 305, 232 and 422 transcripts were found to be exclusively differentially expressed between FP and FS derived cells on day 0, day 1, day 4, day 7 or day 14, respectively (Fig. 2C). 

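The growth factor IGF1 (1.20 log2 higher in FP) and the receptor FGFR2 (0.95) passed on day 0 (adjusted p at most 0.0063 from limma), PLIN4, a lipid droplet coat gene, on days 4 (0.94) and 7 (1.21), and the guidance cues SEMA3C (0.98) and SEMA3A (0.92) on day 14. Passing between FP and FS on 1 day and no other were 45 probe sets on day 0, 23 on day 1, 84 on day 4, 16 on day 7 and 76 on day 14. Whether the difference between FP and FS itself changed from day to day was not tested for these counts. No probe set passed in opposite directions on different days.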

In total, 17 genes were differentially expressed depending on the origin of the tissue (FP or FS) (Fig. 2C).

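The positional gene HOXC10, which marks the place of a cell along the body axis, was lower in FP than in FS on each of the 5 days. Its log2 difference was -1.93 on day 0, -1.29 on day 1, -0.97 on day 4, -1.30 on day 7 and -1.36 on day 14 (adjusted p at most 1.5e-04 from limma on days 0, 1, 7 and 14), and it passed in the same direction on all 4 days in CCM. In all, 4 probe sets passed on the 5 days, 1 higher in FP and 3 higher in FS, and 2 carry a gene name, HOXC10 and MYO1D. Its neighbour HOXC13 was at -1.31 on day 7. With the cultures of a pool averaged, HOXC10 no longer passed on day 1 (adjusted p = 0.028), day 7 (adjusted p = 0.019) and day 14 (adjusted p = 0.024), nor HOXC13 on day 7 (adjusted p = 0.037). The plot of HOXC10, HOXC13, PCK1 and CD34 by tissue shows the arrays.

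**Figure D1:**
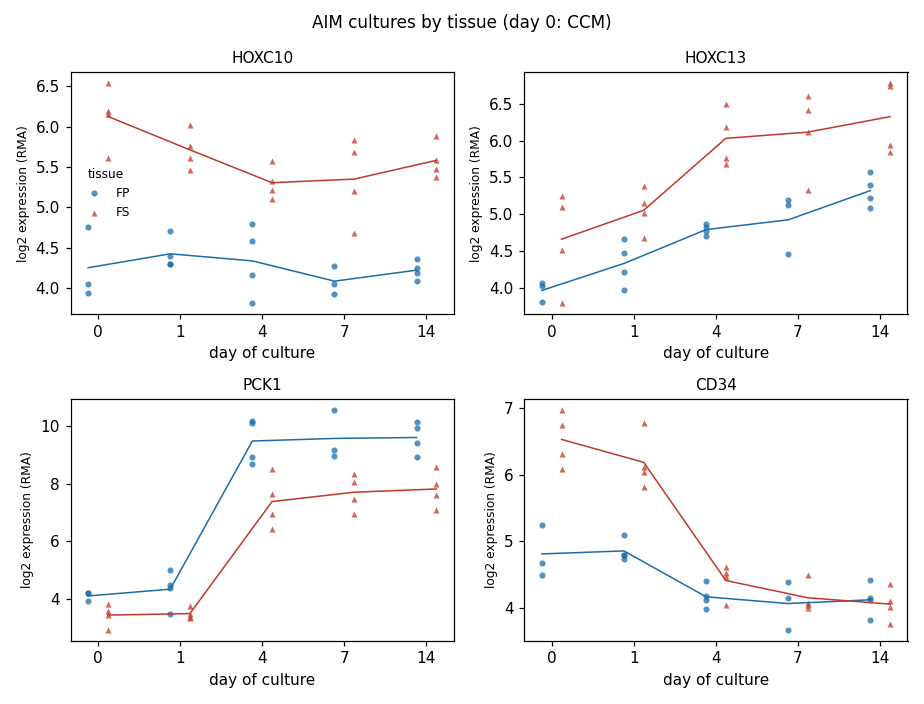
Log2 intensity of HOXC10, HOXC13, PCK1 and CD34 in cells from FP and FS by day, with the cells in CCM on day 0 and in AIM on days 1 to 14. Points are single arrays and lines join the group means. The mean of HOXC10 was 4.25 in FP and 6.13 in FS on day 0, and that of PCK1 was 9.58 in FP and 7.71 in FS on day 7.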

**Table 2:** The number of differentially expressed genes between porcine SMSCs derived from FP or from FS from the comparisons within each time point (day 0, 1, 4, 7, 14) at FDR < 0.01

	Overall	Upregulation in FP	Upregulation in in FS	
Day 0	346	188	158	
Day 1	273	126	147	
Day 4	556	227	329	
Day 7	472	251	221	
Day 14	569	225	344	

With an overall low number of DEGs when comparing SMSCs derived from FP and FS, most biological changes were observed at day 4 to day 14. 

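A few fat cell markers were higher in FP in AIM. Of 24 tested adipocyte markers, 3 higher, 0 lower and 21 not passing on day 4 (5 higher and 0 lower when adjusted over the list alone), 3 higher, 0 lower and 21 not passing on day 7 (5 higher and 0 lower when adjusted over the list alone) and 1 higher, 0 lower and 23 not passing on day 14 (1 higher and 1 lower when adjusted over the list alone). Besides PCK1 and PLIN4, adipogenin (ADIG) was higher by 1.15 (standard error 0.16, adjusted p = 3.3e-05) from limma on day 4 and by 1.10 on day 7. The median over the markers was 0.42 on day 4, 0.21 on day 7 and -0.22 on day 14. The list was above other genes on day 4 (adjusted p = 9.6e-10 from camera, adjusted p = 0.14 with an estimated correlation) and on day 7 (adjusted p = 1.4e-06, adjusted p = 0.47 with an estimated correlation), and not called on day 14 (adjusted p = 0.077). In CCM, without induction, it lay above other genes in FP too, on day 4 (median 0.18, adjusted p = 0.0019 from camera, adjusted p = 0.98 with an estimated correlation), day 7 (median 0.17, adjusted p = 3.5e-04 from camera, adjusted p = 0.47 with an estimated correlation) and day 14 (median 0.30, adjusted p = 3.2e-08 from camera, adjusted p = 0.19 with an estimated correlation). Of 43 lists, 5 were called on day 0, 5 on day 1, 11 on day 4, 6 on day 7 and 15 on day 14, and 1, 1, 0, 0 and 0 of these with an estimated correlation.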

DEGs enriched in biological processes generally belong to cell biological processes such as proliferation or migration. 

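A few division genes were lower in FP on day 4, where the mitotic motor KIF23 (-0.80), the condensin NCAPG (-0.82) and the kinetochore gene KNTC1 (-0.83) passed (adjusted p at most 0.0092 from limma). Of 63 tested genes of mitosis and the kinetochore, 0 higher, 3 lower and 60 not passing that day (0 higher and 6 lower when adjusted over the list alone). On days 0 and 1 no member passed in limma, with 13 higher on day 0 and 16 lower on day 1 at an unadjusted p under 0.05, and the medians were 0.33 and -0.30. The whole list was above other genes on day 0 (adjusted p = 8.0e-12 from camera, adjusted p = 0.75 with an estimated correlation) and below them on day 1 (adjusted p = 2.1e-11, adjusted p = 0.67 with an estimated correlation) and day 4 (adjusted p = 1.9e-10, adjusted p = 0.3 with an estimated correlation). Among matrix genes that cells move through were the inhibitor TIMP3 at -0.99 on day 4, decorin (DCN) at -0.65 on day 7, and PRELP at 0.87 and FMOD at 0.58 on day 14. Of 62 tested, 0 higher, 2 lower and 60 not passing on day 4 (0 higher and 4 lower when adjusted over the list alone), 0 higher, 1 lower and 61 not passing on day 7 and 2 higher, 0 lower and 60 not passing on day 14 (3 higher and 0 lower when adjusted over the list alone). The matrix list was below other genes on day 4 (adjusted p = 0.0032 from camera, adjusted p = 0.47 with an estimated correlation) and above them on day 14 (adjusted p = 0.0011, adjusted p = 0.37 with an estimated correlation).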

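No sterol gene passed between FP and FS on day 14. HMGCS1 was at a log2 difference of -0.44 (standard error 0.12, adjusted p = 0.047) from limma and the isomerase EBP at -0.41 (adjusted p = 0.04). Of 14 tested genes of cholesterol biosynthesis, 0 higher, 0 lower and 14 not passing (0 higher and 5 lower when adjusted over the list alone; 8 lower at an unadjusted p under 0.05). Beta-oxidation had 0 higher, 1 lower and 28 not passing of 29 (0 higher and 1 lower when adjusted over the list alone), the mitochondrial thiolase ACAA2 at -0.81 (standard error 0.12, adjusted p = 9.9e-05). Both lists were below other genes, cholesterol biosynthesis with a median of -0.25 (adjusted p = 1.0e-05 from camera, adjusted p = 0.12 with an estimated correlation) and beta-oxidation with -0.17 (adjusted p = 1.7e-05, adjusted p = 0.12 with an estimated correlation).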

Specific biological processes such as sterol biosynthesis or beta-oxidation of fatty acids occur at a late time point (day 14) (Fig. 4A). When analyzing KEGG signaling pathways, we found that PI3K-Akt signaling and axon guidance were enriched on most days of the comparison, while metabolic pathways were enriched on day 4 and day 14. 

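Few genes of PI3K-Akt signaling or axon guidance passed between FP and FS on any day. The matrix receptor ITGA8 was higher in FP by 1.16 (standard error 0.25, adjusted p = 0.0085) from limma on day 14, and the platelet-derived factor PDGFD was lower on days 4 (-0.73) and 7 (-0.88). Among the guidance genes, the receptor NRP1 was higher on day 0 (0.59), the repellent SLIT3 lower on day 0 (-0.98), the ephrin receptor EPHB4 lower on days 4 (-0.44) and 7 (-0.53), and SEMA3F lower on day 14 (-0.60). Of 70 PI3K-Akt genes, 2 passed higher in FP on day 0 and 1 on day 14, and 1, 1 and 1 lower on days 1, 4 and 7 (2 higher and 3 lower when adjusted over the list alone on day 4). Of 80 axon guidance genes, 1 higher and 1 lower on day 0, and 2 higher and 1 lower on day 14 (2 higher and 1 lower when adjusted over the list alone). Neither list was called on days 0 to 14, with adjusted p from 0.054 to 0.99 from camera. On day 4 the PI3K-Akt median was 0.03, against 0.04 after centring the arrays on their medians and 0.00 after quantile normalization, and that of axon guidance 0.00, against 0.01 after centring the arrays on their medians and -0.01 after quantile normalization.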

Lipid metabolism, including glycerophospholipid, fatty acid metabolism or fatty acid degradation, was enriched on day 4 or day 7 (Fig. 4B).

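The elongase ELOVL7 was higher in FP on day 4 by 0.87 (standard error 0.19, adjusted p = 0.0083) from limma. Fatty acid synthesis and desaturation had 1 higher, 0 lower and 20 not passing of 21 tested on day 4 (4 higher and 0 lower when adjusted over the list alone) and 0 higher, 0 lower and 21 not passing on day 7 (0 higher and 0 lower when adjusted over the list alone; 1 higher at an unadjusted p under 0.05). Triacylglycerol synthesis and lipid droplets had 1 higher, 0 lower and 19 not passing of 20 on day 4 (3 higher and 0 lower when adjusted over the list alone) and 1 higher, 0 lower and 19 not passing on day 7 (2 higher and 0 lower when adjusted over the list alone). In beta-oxidation, 0 higher, 0 lower and 29 not passing of 29 on day 4 (0 higher and 0 lower when adjusted over the list alone; 3 higher and 1 lower at an unadjusted p under 0.05) and 0 higher, 0 lower and 29 not passing on day 7 (1 higher and 0 lower when adjusted over the list alone), with the muscle carnitine transferase CPT1B at 0.57 (adjusted p = 0.027) and CPT2 at -0.43 (adjusted p = 0.03). Camera called fatty acid synthesis on day 4 (adjusted p = 8.2e-04, adjusted p = 0.25 with an estimated correlation) and triacylglycerols on days 4 (adjusted p = 0.0015, adjusted p = 0.25 with an estimated correlation) and 7 (adjusted p = 0.046, adjusted p = 0.56 with an estimated correlation), and not beta-oxidation (adjusted p = 0.48 and 0.32). No list for glycerophospholipids or for all metabolic pathways was tested.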

**Fig. 4:**
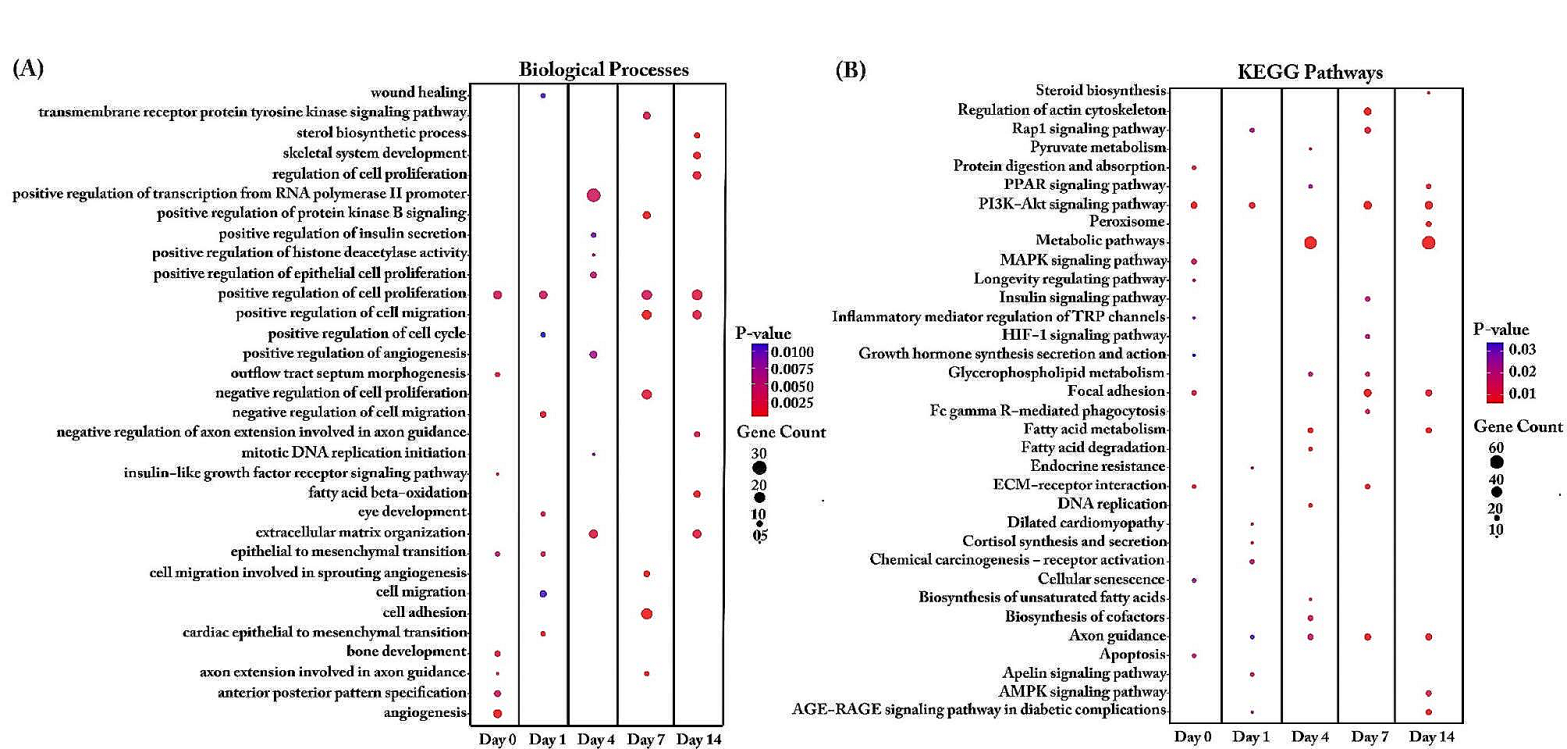
Biological Process (**A**) and KEGG pathway (**B**) enrichment analysis for differentially expressed genes of synovial mesenchymal stem cells (SMSCs) transcripts derived from fibrous synovium (FS) and adipose synovial (FP) tissue. The dot size represents the number of genes involved in each biological process or KEGG pathways, while the dot’s color indicates the *p-value*

### Comparison of the transcriptional profile of SMSCs derived from AS and DL

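Before induction the translation factor EIF4H was higher in AS by 3.14 (standard error 0.57, adjusted p = 8.3e-04) from limma, the phospholipase-like PLCXD3 by 1.84, the repellent SLIT3 by 1.36, the glutamate receptor subunit GRIN3A by 1.30 and WDR17 by 1.23. With the cultures of a pool averaged, PLCXD3 (adjusted p = 0.079), GRIN3A (adjusted p = 0.025) and SLIT3 (adjusted p = 0.011) no longer passed, nor did PLCXD3 with no three-way interaction (adjusted p = 0.013), chosen after seeing the data. Higher in DL were the receptor TNFRSF17 at -2.48 (standard error 0.18, adjusted p = 1.1e-11), podoplanin (PDPN) at -2.11, the stress gene DDIT4L at -2.04, the corneal proteoglycan KERA at -1.96 and the glutamate receptor GRID1 at -1.85. The mean of PLCXD3 in DL and that of KERA in AS were below the background controls, and measured from these the differences were 1.25 and -0.90. On day 1 the choline transporter SLC5A7 (2.24), the immunoproteasome subunit PSMB8 (1.87) and the amino acid transporter SLC6A15 (1.70) were higher in AS, and the cytokine IL33 (-2.12), the triphosphatase NTPCR (-1.89) and the phosphodiesterase PDE1C (-1.79) were lower. The number of probe sets that passed was 164 on day 0, 422 on day 1, 870 on day 4, 1621 on day 7 and 746 on day 14. The counts were smaller with other fits. With the arrays of each comparison alone they were 2, 12, 29, 23 and 32, and with the cultures of a pool averaged 79, 117, 279, 1313 and 272, with the highest count on day 14 in the first and on day 7 in the second. Leaving out 1 culture line lowered the counts to as few as 91 on day 0 (without AS FS replicate 2), 140 on day 1 (without DL FP replicate 1), 355 on day 4 (without DL FP replicate 1), 808 on day 7 (without DL FP replicate 2) and 343 on day 14 (without DL FP replicate 1).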

When comparing SMSCs derived from DL and AS breeds, the number of DEGs increased from day 1 (1014) to day 7 (2269) and subsequently dropped at day 14 (1382) (Table 3). The details of all DEGs before (day 0) and during adipogenesis of AS-derived SMSCs compared with DL-derived SMSCs at each time point are shown in Additional file 3. Interestingly, most upregulated genes in AS were found at day 4 (1062), whereas most upregulated genes in DL were identified at day 7 (1678) (Table 3). Moreover, 239, 403, 513, 906, and 346 of these transcripts were exclusively different between breeds at day 0, day 1, day 4, day 7, and day 14, respectively (Fig. 2D). 

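On day 4 the transporter FLVCR2 was higher in AS by 2.84 (standard error 0.20, adjusted p = 1.2e-12) from limma, the pyruvate dehydrogenase kinase PDK4 by 1.83, adipogenin (ADIG) by 1.82 and PSMB8 by 1.76, and the granule proteoglycan SRGN (-3.12) and the kinase SGK1 (-1.50) were lower. On day 14 the RNA-binding NANOS1 (2.56) and the adhesion gene NRCAM (2.51) were higher in AS, and the endothelin receptor EDNRA (-1.99), GRID1 (-2.07) and SRGN (-2.16) were lower. SRGN in AS was below the background controls on both days, and with AS raised to these its differences were -1.76 and -1.10. Of the probe sets that passed, 616 were higher in AS and 254 higher in DL on day 4, and 292 and 454 on day 14. The share higher in AS on day 4 was 70.8%, against 59.9% after quantile normalization. On day 1 it was 33.9% (143 and 279), against 45.8%. With the cultures of a pool averaged, SRGN no longer passed on day 14 (adjusted p = 0.017). FLVCR2 was at 8.34 in AS and 5.24 in DL on day 7, and the plot of FLVCR2, ADIG, NRCAM and SRGN by breed shows the arrays.

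**Figure D2:**
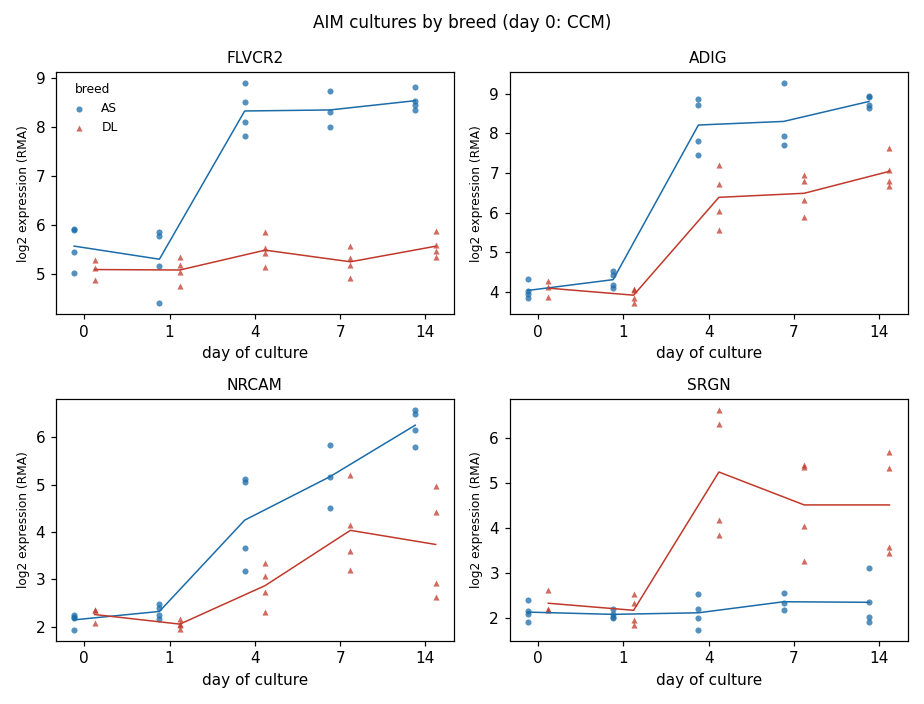
Log2 intensity of FLVCR2, ADIG, NRCAM and SRGN in cells from AS and DL pigs by day, with the cells in CCM on day 0 and in AIM on days 1 to 14. Points are single arrays and lines join the group means. FLVCR2 had a mean of 5.56 in AS and 5.09 in DL on day 0 and of 8.53 and 5.56 on day 14.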

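Genes that stood apart on 1 day included the cell cycle kinase CDK1, lower in AS on day 7 at -1.49, and the lipid droplet gene CIDEA, higher in AS on day 14 at 1.12 (adjusted p at most 5.7e-04 from limma). On day 1 the triacylglycerol enzyme MOGAT2 was lower in AS (-1.01). Passing between AS and DL on 1 day and no other were 41 probe sets on day 0, 168 on day 1, 348 on day 4, 937 on day 7 and 202 on day 14. On day 7, 810 of these were higher in DL. Across days, 9 probe sets passed in opposite directions. A change of the breed difference between days was not tested for these counts.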

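EIF4H was higher in AS on each of the 5 days, at log2 differences of 3.12 to 4.22, as was the nuclear adaptor LDB2, 0.61 to 1.02. In DL the mean of EIF4H was below the background controls on days 1 to 14, and measured from these its differences were 3.86, 2.80, 2.81 and 3.37. Lower in AS throughout were TNFRSF17 (-2.64 to -1.85), NTPCR (-1.90 to -1.49), PDPN (-2.11 to -1.40), the mitochondrially encoded ND5 (-1.39 to -1.12), the surface nucleotidase NT5E (-1.60 to -1.02), the scavenger receptor COLEC12 (-1.56 to -0.85), the actin-severing GSN (-1.23 to -0.75) and the propionate carboxylase PCCB (-0.60 to -0.41). With AS raised to the background controls, TNFRSF17 on days 0, 1 and 4 was at -2.34, -2.43 and -2.17. Another probe set of COLEC12 passed on each of the 5 days as well, with a mean over the days of -0.93. A further tested one had a mean of -0.09. In all, 48 probe sets passed on the 5 days, 11 higher in AS and 37 higher in DL, and 34 of them carry a gene name. All 48 had the same direction in CCM on days 1 to 14, and 34 passed there on all 4 days in limma. With any 1 of the 8 culture lines left out, the 48 kept their sign on the days that had values (4 days without AS FP replicate 1 or DL FP replicate 1), and 21 (without DL FP replicate 2) to 34 (without AS FP replicate 1) of them still passed on those days. For 15 of the 48, in 13 genes, 21 other tested probe sets of the same gene were at hand, and their difference, as a median taken per passing probe set, was 51.6% of that of the 15, so a difference in the probed sequence between the breeds stays open for single genes.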

In total, 100 transcripts were differentially expressed depending on breeds (AS or DL) across all five time points (Fig. 2D).

**Table 3:** The number of differentially expressed genes between porcine SMSCs derived from AS or from DL from the comparisons within each time point (day 0, 1, 4, 7, 14) at FDR < 0.01

	Overall	Upregulation in AS	Upregulation in DL
Day 0	701	263	438
Day 1	1014	352	662
Day 4	1447	1062	385
Day 7	2269	591	1678
Day 14	1382	494	888

Biological processes in the pre-induction period were enriched in cell proliferation, cell division, cell migration, cell growth, and extracellular matrix organization (Fig. 5A). 

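Before induction no gene of mitosis or of the kinetochore passed between AS and DL in limma, with 6 of 63 higher in AS at an unadjusted p under 0.05. The ubiquitin ligase UBE2C was at a log2 difference of 0.64 (adjusted p = 0.23) and TOP2A at 0.56 (adjusted p = 0.26). DNA replication likewise had 0 higher, 0 lower and 44 not passing of 44 (5 higher at an unadjusted p under 0.05). Of 62 genes of collagens and the extracellular matrix, 0 higher, 1 lower and 61 not passing (0 higher and 1 lower when adjusted over the list alone), the 1 being lumican (LUM), lower in AS at -1.13 (standard error 0.15, adjusted p = 4.9e-06). The medians were 0.18 for mitosis and 0.14 for DNA replication, and both lists lay above other genes (adjusted p = 2.9e-07 from camera, adjusted p = 0.97 with an estimated correlation, and adjusted p = 9.5e-04, adjusted p = 0.97 with an estimated correlation). The matrix list was not called (adjusted p = 0.88), with a median of -0.05, against -0.01 after centring the arrays on their medians and 0.00 after quantile normalization.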

During early adipogenesis at day 1, many stress processes were enriched, including the response to hypoxia, positive/negative regulation of stress fiber assembly, cellular response to mechanical stimuli, and endocytosis. 

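A few genes of the contractile cytoskeleton, which build stress fibers, were lower in AS on day 1. The LIM domain gene FHL1 was at a log2 difference of -0.80 (standard error 0.16, adjusted p = 0.0012) from limma and the actin-bundling SYNPO2 at -0.68, and of 36 tested genes of the smooth muscle actin cytoskeleton, 0 higher, 2 lower and 34 not passing (0 higher and 4 lower when adjusted over the list alone). The list was below other genes with a median of -0.30 (adjusted p = 1.2e-06 from camera, adjusted p = 0.8 with an estimated correlation). In the hypoxia response, the oxygen sensor EGLN3 was lower in AS at -1.05 (-0.66 with AS raised to the background controls), and the counts were 0 higher, 1 lower and 34 not passing of 35 (0 higher and 1 lower when adjusted over the list alone). Endocytosis had 0 higher, 0 lower and 52 not passing of 52 (0 higher and 0 lower when adjusted over the list alone; 3 higher and 13 lower at an unadjusted p under 0.05), led by the actin nucleators ARPC3 at -0.45 (adjusted p = 0.012) and ARPC5 at -0.31 (adjusted p = 0.035). Camera called neither hypoxia (adjusted p = 0.89) nor endocytosis (adjusted p = 0.17), and the hypoxia median was 0.00, against 0.02 after centring the arrays on their medians and 0.06 after quantile normalization.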

During this period, DEGs between DL and AS also enriched in the cholesterol metabolic process, including homeostasis and biosynthetic process. 

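Some genes of cholesterol biosynthesis were higher in AS on day 1. The synthase HMGCS1 was at a log2 difference of 0.65 (standard error 0.12, adjusted p = 5.9e-04) from limma, the dehydrogenase NSDHL at 0.55 and the squalene synthase FDFT1 at 0.44. Of 14 tested, 3 higher, 0 lower and 11 not passing (8 higher and 0 lower when adjusted over the list alone), with a median of 0.39. The list was above other genes (adjusted p = 8.2e-08 from camera, adjusted p = 0.13 with an estimated correlation). With the cultures of a pool averaged, HMGCS1 (adjusted p = 0.023) and FDFT1 (adjusted p = 0.07) no longer passed, nor did FDFT1 with the SD filter only (adjusted p = 0.019) or no filter (adjusted p = 0.02).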

DEGs enriched in beta-oxidation of fatty acids were found from day 4 to day 14. 

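Some beta-oxidation genes were higher in AS from day 4 on. The peroxisomal thiolase ACAA1 was higher by 0.86 (standard error 0.14, adjusted p = 4.2e-05) from limma on day 4, 0.94 on day 7 and 0.60 on day 14, and the carnitine carrier SLC25A20 by 0.59, 0.82 and 0.42. On day 7 the mitochondrial thiolase ACAA2 (0.78) and the dehydrogenase ACADVL (0.60) passed too, and on day 4 the hydratase ECHS1 (0.40). Of 29 tested, 3 higher, 0 lower and 26 not passing on day 4 (5 higher and 0 lower when adjusted over the list alone), 7 higher, 1 lower and 21 not passing on day 7 (13 higher and 1 lower when adjusted over the list alone) and 3 higher, 0 lower and 26 not passing on day 14 (3 higher and 0 lower when adjusted over the list alone). The list was above other genes on day 4 (adjusted p = 1.8e-04 from camera, adjusted p = 0.12 with an estimated correlation), day 7 (adjusted p = 1.0e-06, adjusted p = 0.041 with an estimated correlation) and day 14 (adjusted p = 0.0011, adjusted p = 0.16 with an estimated correlation), and not on day 1 (adjusted p = 0.41).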

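On day 4 the desaturases SCD5, higher in AS by 1.20 (standard error 0.15, adjusted p = 7.0e-07) from limma, and SCD (0.53) passed with the synthetases ACSS2 (0.71) and ACSL3 (0.62). Of 21 genes of fatty acid synthesis and desaturation, 4 higher, 0 lower and 17 not passing (7 higher and 0 lower when adjusted over the list alone). The sterol reductase DHCR7 (0.55), the mevalonate kinase MVK (0.52) and EBP (0.43) were higher as well, and of 14 cholesterol genes, 5 higher, 0 lower and 9 not passing (8 higher and 0 lower when adjusted over the list alone). With the cultures of a pool averaged, EBP (adjusted p = 0.064), FDFT1 (adjusted p = 0.055) and MVK (adjusted p = 0.044) no longer passed, nor did they with quantile normalization (adjusted p = 0.038, 0.036 and 0.019), the SD filter only (adjusted p = 0.016, 0.016 and 0.01) or no filter (adjusted p = 0.015, 0.015 and 0.011), and with centred arrays EBP (adjusted p = 0.013) and FDFT1 (adjusted p = 0.01) missed it.
On day 7 some genes of division and of the cytoskeleton were lower in AS. The kinetochore gene NDC80 was at -1.34 (standard error 0.29, adjusted p = 0.001) from limma, the securin PTTG1 at -1.11, the calponin CNN2 at -1.01 and FHL1 at -1.52. Of 63 genes of mitosis and the kinetochore, 0 higher, 24 lower and 39 not passing (0 higher and 34 lower when adjusted over the list alone), and of 36 of the smooth muscle actin cytoskeleton, 0 higher, 7 lower and 29 not passing (0 higher and 9 lower when adjusted over the list alone). Camera gave adjusted p = 3.0e-05 for fatty acid synthesis (adjusted p = 0.097 with an estimated correlation) and 6.8e-06 for cholesterol (adjusted p = 0.12 with an estimated correlation) on day 4, and 1.4e-11 for mitosis (adjusted p = 0.2 with an estimated correlation) and 3.1e-06 for the actin list (adjusted p = 0.29 with an estimated correlation) on day 7.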

At day 4, DEGs were also enriched in fatty acid biosynthesis, cholesterol biosynthesis, protein dephosphorylation, and positive regulation of angiogenesis, whereas at day 7, more changes were observed in the regulation of cell shape, cell division, and oxidative stress response. Strong enrichment in signal transduction and angiogenesis was observed on day 14. In KEGG enrichment analysis (Fig. 5B), metabolic pathways and fatty acid metabolism were observed during adipogenesis from day 1 to day 14. 

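The desaturase SCD5 stayed higher in AS, by 1.20 on day 7 and by 1.15 (standard error 0.15, adjusted p = 8.7e-07) from limma on day 14, when the elongase ELOVL7 (0.93) and the malic enzyme ME1 (0.76) passed with it. On day 1 SCD was higher in AS at 0.63 and the synthetase ACSL4 lower at -0.56. Fatty acid synthesis and desaturation had 1 higher, 1 lower and 19 not passing of 21 on day 1 (1 higher and 1 lower when adjusted over the list alone), 4 higher, 1 lower and 16 not passing on day 7 (7 higher and 1 lower when adjusted over the list alone) and 7 higher, 0 lower and 14 not passing on day 14 (8 higher and 0 lower when adjusted over the list alone). The list was not called on day 1 (adjusted p = 0.37 from camera) and lay above other genes on day 7 (adjusted p = 1.6e-05, adjusted p = 0.055 with an estimated correlation) and day 14 (adjusted p = 3.3e-08, adjusted p = 0.036 with an estimated correlation).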

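Some AMPK signaling genes were higher in AS on day 4. The insulin receptor substrate IRS2 was at a log2 difference of 0.91 (standard error 0.18, adjusted p = 5.7e-04) from limma, PCK1 at 1.38 and the kinase subunit PIK3CB at 0.62. Of 71 tested AMPK signaling genes, 7 higher, 0 lower and 64 not passing (10 higher and 0 lower when adjusted over the list alone), with a median of 0.17. The list was above other genes (adjusted p = 0.0013 from camera, adjusted p = 0.1 with an estimated correlation). Lists for insulin, sphingolipid, relaxin and AGE-RAGE signaling were not tested.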

Certain metabolic pathways, including steroid biosynthesis, sphingolipid signaling, relaxin signaling, insulin signaling, AMPK signaling, and AGE-RAGE signaling in diabetic complications, were enriched at day 4. It is intriguing to note that, axon guidance, peroxisome, and fatty acid degradation were enriched only at day 7, whereas TGF-beta signaling, pyruvate metabolism, p53 signaling, and fatty acid elongation appeared only at day 14.

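The semaphorins SEMA3C, lower in AS on day 7 at -1.78 (standard error 0.16, adjusted p = 1.0e-09) from limma, SEMA3D (-1.92) and SEMA3A (-1.37) led the guidance genes. Of 80 axon guidance genes, 4 higher, 13 lower and 63 not passing on day 7 (5 higher and 16 lower when adjusted over the list alone), against 3 higher, 2 lower and 75 not passing on day 4 and 2 higher, 5 lower and 73 not passing on day 14, when the receptor NRP2 was at -1.04 and the ephrin EFNB2 at 0.97. SEMA3C (-1.01) and SEMA3D (-0.95) had already passed on day 4. A few peroxisomal genes were higher in AS, the import genes PEX19 (0.72) and PEX5 (0.67) on day 7, with 5 higher, 1 lower and 23 not passing of 29 (8 higher and 3 lower when adjusted over the list alone). Among p53 targets, 0 higher, 3 lower and 32 not passing of 35 on day 14 (0 higher and 6 lower when adjusted over the list alone) and 0 higher, 3 lower and 32 not passing on day 7, with the apoptosome gene APAF1 at -0.87 on day 7 and -0.58 on day 14. Citrate cycle and pyruvate genes had 2 higher, 0 lower and 13 not passing of 15 on day 14 (3 higher and 1 lower when adjusted over the list alone), PCK1 at 0.93 and ACLY at 0.37. Camera called the guidance list on day 14 (adjusted p = 0.037, adjusted p = 0.17 with an estimated correlation) and not on day 7 (adjusted p = 0.16). It called the peroxisome on days 4 (adjusted p = 0.011, adjusted p = 0.36 with an estimated correlation), 7 (adjusted p = 1.4e-04, adjusted p = 0.12 with an estimated correlation) and 14 (adjusted p = 0.0015, adjusted p = 0.18 with an estimated correlation). The p53 list was called on day 7 (adjusted p = 0.031, adjusted p = 0.27 with an estimated correlation) and not on day 14 (adjusted p = 0.057), and the citrate cycle was called on day 14 (adjusted p = 0.0034, adjusted p = 0.28 with an estimated correlation).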

**Fig. 5:**
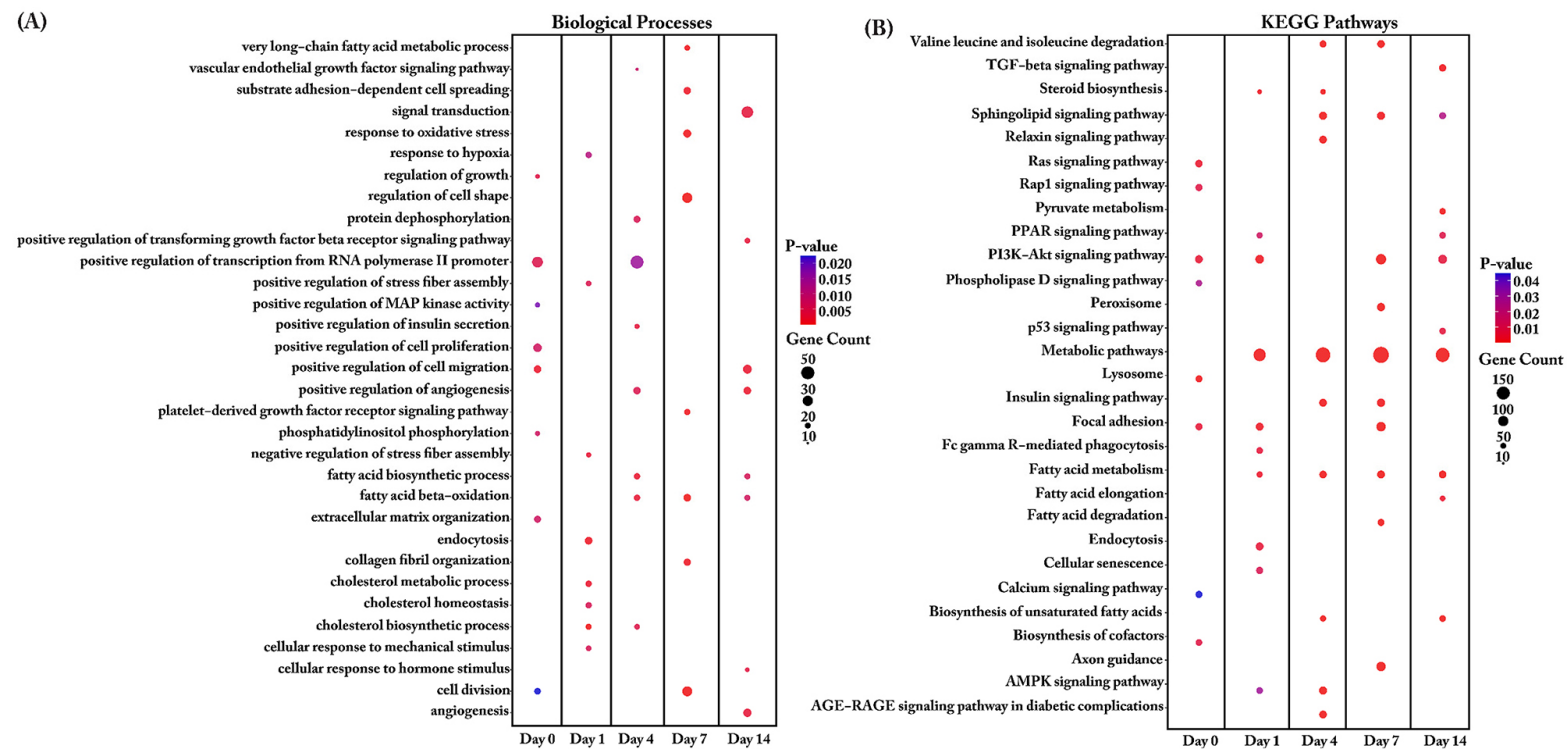
Biological Process (**A**) and KEGG pathway (**B**) enrichment analysis for differentially expressed genes of synovial mesenchymal stem cells (SMSCs) transcripts derived from German Landrace (DL) and Angeln Saddleback (AS). The dot size represents the number of genes involved in each biological process or KEGG pathways, while the dot’s color indicates the *p-value*

A separate examination of the DEGs upregulated in each of the two breeds AS and DL at the time points day 0, day 1 and day 4 provides further insights into the breed-specific regulation of the developmental processes (Fig. 6). 

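On day 7 the adipogenesis regulator ADIRF was higher in AS by 2.21 (standard error 0.38, adjusted p = 7.4e-05) from limma, the cation transporter SLC22A3 by 1.97 and ADIG by 2.05. Higher in DL were the binding protein IGFBP5 at -2.51 (standard error 0.19, adjusted p = 6.3e-12), the reductase AKR1E2 at -2.29, C5H12orf75 at -2.18 and the lymphatic growth regulator CCBE1 at -2.16. In AS the means of AKR1E2 and C5H12orf75 were below the background controls, and with AS raised to these they were at -1.50 and -1.16. Matrix genes leaned the same way, with 0 higher, 26 lower and 36 not passing of 62 tested in AS against DL (0 higher and 30 lower when adjusted over the list alone), among them the small proteoglycans FMOD (-1.62) and ASPN (-1.46) and the inhibitor TIMP1 (-1.50). The matrix list was below other genes (adjusted p = 4.8e-11 from camera, adjusted p = 0.05 with an estimated correlation). Of 1621 probe sets that passed, 401 were higher in AS and 1220 higher in DL, 24.7% in AS. After centring the arrays on their medians the share in AS was 41.9%, and after quantile normalization 41.1%.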

As shown in Table 3, most DEGs were found at day 7, with only 591 transcripts upregulated in AS, while 1678 transcripts were upregulated in DL. These upregulated transcripts in AS were enriched at a threshold of FDR < 0.05 in the metabolic pathways of fatty acid metabolism, carbon metabolism, valine, leucine and isoleucine degradation, peroxisomes, AMPK signaling, steroid biosynthesis, fatty acid degradation, citrate cycle and amino acid biosynthesis (Fig. 6). 

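Some genes that break down branched-chain amino acids were higher in AS on day 7. The ketone body transferase OXCT1 was at a log2 difference of 1.04 (standard error 0.18, adjusted p = 7.4e-05) from limma, the mutase MUT at 0.68 and the dehydrogenase ACAD8 at 0.64. Of 28 tested, 8 higher, 1 lower and 19 not passing (17 higher and 1 lower when adjusted over the list alone). Fat cell markers had 8 higher, 0 lower and 16 not passing of 24 (12 higher and 0 lower when adjusted over the list alone), among them the glycerol phosphate enzyme GPD1 (1.35) and neuronatin (NNAT, 1.15). Lipolysis had 6 higher, 0 lower and 8 not passing of 14 (7 higher and 0 lower when adjusted over the list alone), led by the prostaglandin receptor PTGER3 (1.51) and the lipase MGLL (0.72), AMPK signaling 8 higher, 2 lower and 61 not passing of 71 with the phosphatase subunit PPP2R1B (0.76), cholesterol biosynthesis 2 higher, 0 lower and 12 not passing of 14 and the citrate cycle 2 higher, 0 lower and 13 not passing of 15 with the dehydrogenase SDHA (0.42). In camera these lists had adjusted p = 3.4e-11 for amino acid degradation (adjusted p = 0.035 with an estimated correlation), 9.1e-11 for fat cell markers (adjusted p = 0.035 with an estimated correlation), 2.2e-07 for lipolysis (adjusted p = 0.035 with an estimated correlation), 1.4e-04 for AMPK (adjusted p = 0.041 with an estimated correlation), 1.0e-06 for cholesterol (adjusted p = 0.084 with an estimated correlation) and 0.0025 for the citrate cycle (adjusted p = 0.27 with an estimated correlation).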

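The chemokine CCL2 was the furthest below in AS among immune genes on day 7, at a log2 difference of -2.03 (standard error 0.35, adjusted p = 7.8e-05) from limma, with IL33 at -1.70, the BMP receptor BMPR1B at -1.55 and TNFSF10 at -1.32 (-1.15 and -0.99 with AS raised to the background controls). Of 79 cytokine, chemokine and receptor genes, 0 higher, 6 lower and 73 not passing (0 higher and 6 lower when adjusted over the list alone), and of 70 genes of Toll-like receptor and TNF signaling, 0 higher, 4 lower and 66 not passing (0 higher and 4 lower when adjusted over the list alone), including the kinases MAP3K8 (-1.23) and RIPK3 (-0.59) and the necroptosis effector MLKL (-0.62). In Wnt signaling the receptors FZD1 (-1.44) and LGR4 (-0.85) were lower in AS, with 0 higher, 7 lower and 69 not passing of 76 (0 higher and 10 lower when adjusted over the list alone), and in purine metabolism the phosphodiesterase PDE4B (-1.39) and the deaminase AMPD3 (-1.10), with 0 higher, 5 lower and 42 not passing of 47 (1 higher and 5 lower when adjusted over the list alone). Oxidative phosphorylation had 1 higher, 0 lower and 24 not passing of 25 (0 higher and 0 lower when adjusted over the list alone), the 1 being SDHA.
None of these lists was called by camera, with adjusted p of 0.13 for cytokines, 0.082 for Toll-like receptor and TNF signaling, 0.57 for Wnt, 0.83 for purines and 0.082 for oxidative phosphorylation. By fry, which asks whether a list's genes move one way without comparing them with other genes, the adjusted p values were 5.1e-04, 0.0011, 2.4e-05, 0.028 and 0.41. The Wnt median was -0.07, against 0.01 after centring the arrays on their medians and 0.00 after quantile normalization, and the purine median -0.07, against 0.01 after centring the arrays on their medians and 0.00 after quantile normalization.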

While the upregulated transcripts in DL group of the same day (day 7), greater enrichment of Wnt signaling, interaction between cytokine and cytokine receptors, oxidative phosphorylation, purine metabolism, TNF signaling and Toll-like receptor signaling was evident (*p-value* < 0.05). At day 14, the up-regulated transcripts of the AS groups showed enrichment in the metabolic pathways, PPAR signaling pathway, fatty acid metabolism and peroxisomes. 

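The lipid droplet gene CIDEA and NNAT (1.11) were higher in AS on day 14, as were ADIG (1.77), the reductase FAR2 (0.56) and the sterol carrier SCP2 at 0.43 (standard error 0.10, adjusted p = 0.0051) from limma. Of 24 fat cell markers, 7 higher, 0 lower and 17 not passing (8 higher and 0 lower when adjusted over the list alone), of 42 PPAR signaling genes, 6 higher, 0 lower and 36 not passing (7 higher and 1 lower when adjusted over the list alone), and of 29 peroxisomal genes, 3 higher, 0 lower and 26 not passing (6 higher and 0 lower when adjusted over the list alone). Triacylglycerol synthesis and lipid droplets had 5 higher, 0 lower and 15 not passing of 20 (5 higher and 0 lower when adjusted over the list alone), with the acyltransferase AGPAT1 at 0.60 and GPD1 at 1.00. The lists lay above other genes, with adjusted p = 5.3e-08 from camera for fat cell markers (adjusted p = 0.075 with an estimated correlation), 6.8e-05 for PPAR (adjusted p = 0.13 with an estimated correlation) and 6.8e-05 for triacylglycerols (adjusted p = 0.075 with an estimated correlation).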

While the upregulated transcripts of the DL breeds were more enriched in cytokine-cytokine receptor interaction, purine metabolism, actin cytoskeleton regulation, stem cell pluripotency regulation pathways and cAMP signaling pathway (Fig. 6).

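The activin subunit INHBA was lower in AS on day 14 at a log2 difference of -1.71 (standard error 0.28, adjusted p = 7.3e-05) from limma, as were BMPR1B (-1.23), the activin receptor ACVR2A (-0.57) and the interleukin co-receptor IL1RAP (-0.48). Of 79 cytokine, chemokine and receptor genes, 0 higher, 4 lower and 75 not passing (0 higher and 5 lower when adjusted over the list alone). Purine metabolism had 0 higher, 2 lower and 45 not passing of 47 (0 higher and 2 lower when adjusted over the list alone), the phosphodiesterases PDE1C (-1.41) and PDE4B (-1.25), which end cAMP signals. Of 36 genes of the smooth muscle actin cytoskeleton, 0 higher, 2 lower and 34 not passing (0 higher and 2 lower when adjusted over the list alone), FHL1 (-1.35) and caldesmon (CALD1, -0.38). Camera placed the cytokine list (adjusted p = 0.011, adjusted p = 0.28 with an estimated correlation) and the actin list (adjusted p = 1.4e-05, adjusted p = 0.31 with an estimated correlation) below other genes, and not the purine list (adjusted p = 0.98).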

**Fig. 6:**
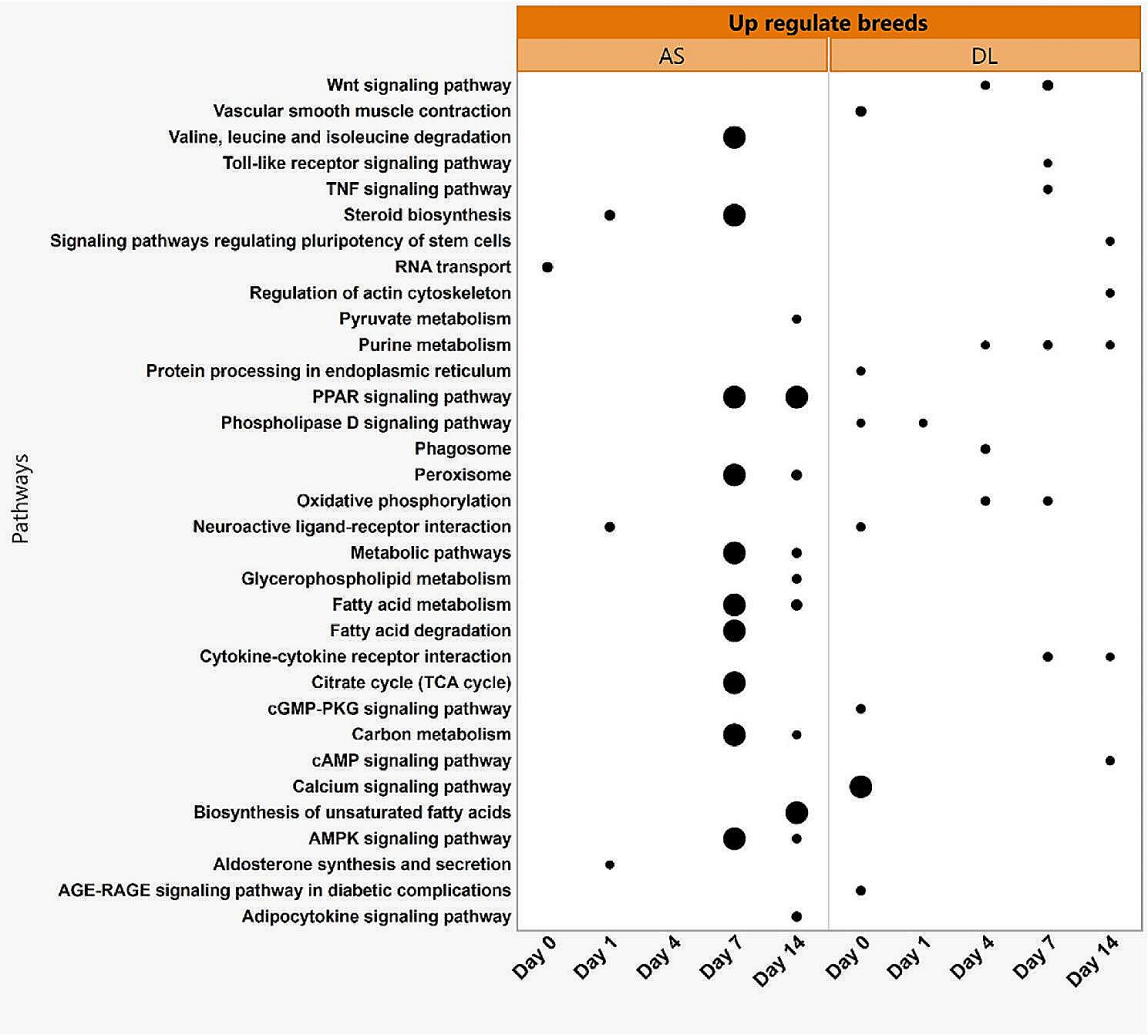
Biological processes and pathways enriched in the upregulated transcripts derived from Angeln Saddleback (AS) and German Landrace (DL) at each time points of non-adipogenesis (day 0) and during adipogenesis (day1-day14). The dot size represents the significance levels (*p* < 0.05)

We selected some PI3K-Akt signaling pathway genes (*PIK3R*1 and *PIK3CA*), adipogenesis markers (*CEBPA, ADIPOQ, FABP4*, and *PPARG*) and other genes of interest (*FGF2, NANOG, ALPL* and *PPP3CA*) for validation (Additional file 5). All of these adipogenesis markers were significantly different between the control and adipocyte-inducing groups. In particular, *ADIPOQ* and *FABP4* were significantly higher on day 7 in the adipocyte-induced group than in the control group, with fold change (FC) of 26.8 and 21.1, respectively, and on day 14, with FC of 23.6 and 28.2, respectively (Additional file 4; Fig. 7A). The Pearson correlation coefficient (r) ranged from 0.5 to 0.8 with a *p value* < 0.001 when comparing microarray and qRT-PCR data (*n* = 72).

**Fig. 7:**
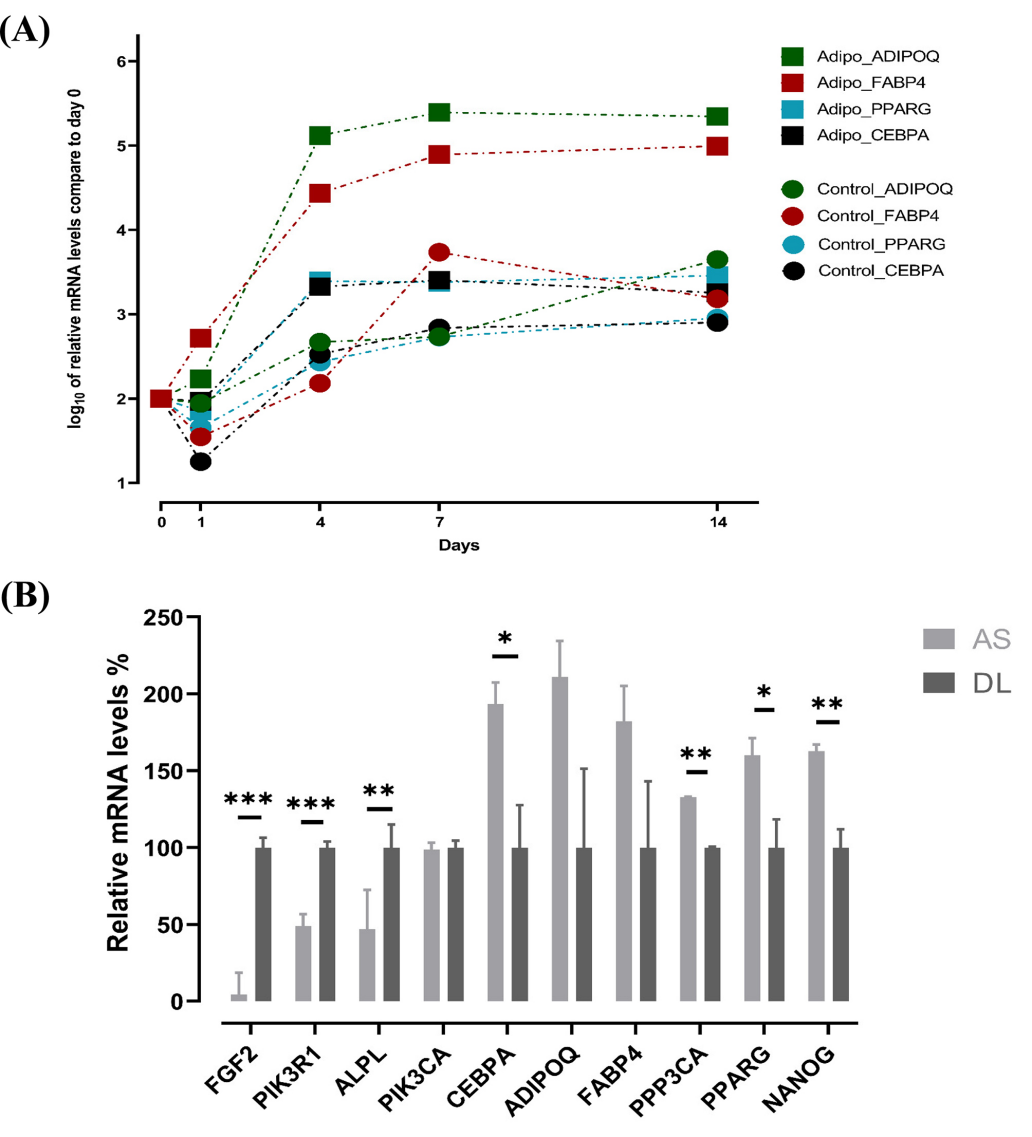
qRT-PCR validation of adipogenic marker transcripts. Expression of adipogenic marker genes during adipogenesis at each time point compared with control groups at day 0 by qRT-PCR (**A**). On day 1, no significant change was observed between the control and adipo groups. On day 4, there were significant differences between control and adipo groups: *CEBPA* (*P* = 0.002), *ADIPOQ* (*P* = 0.056) and *PPARG* (*P* < 0.0001). At day 7 and 14, all adipogenic genes were significantly different at *p* < 0.001, except *CEBPA* at day 14 (*p* = 0.07). Differential expression of synovial mesenchymal stem cells (SMSCs) transcripts derived from German Landrace (DL) and Angeln Saddleback (AS) confirmed by qRT-PCR (**B**). Least squares means and standard errors were used and then transformed to relative expression levels. *P < 0.05, **P < 0.01 and ***P < 0.001

As shown in Fig. 7B the expression of *FGF2, PIK3R1* and *ALPL* by RT-qPCR showed highly significant in DL breeds whereas some adipogenesis markers including *CEBPA* and *PPARG* were significant higher express in AS breeds. For *ADIPOQ* and *FABP4* showed tendency higher expression in AS particular on day 7 when consider the interaction of breed*stage (Additional file 5). *NANOG* and *PPP3CA* also significantly higher in SMSCs from AS than DL breeds.

### Longitudinal change of transcripts during adipogenesis

Short Time-series Expression Miner (STEM) analysis revealed statistically significant temporal expression profiles and the genes further used for functional enrichment analyses for groups of genes with the same temporal expression pattern. 

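From day 0 in CCM to day 1 in AIM, the lipid droplet gene HILPDA fell by 1.69 on the log2 scale, the repellent SLIT2 by 2.34 and IL6 by 5.43 (adjusted p at most 3.3e-15 from limma), and ACKR4 rose by 3.79. From day 1 to day 4 CD36 rose by 7.59, the growth hormone receptor GHR by 4.37 and the coat gene PLIN1 by 5.02 (adjusted p at most 1.3e-18). Probe sets that passed from 1 day to the next numbered 6974 to day 1 (3081 up and 3893 down), 8938 to day 4 (3737 and 5201), 1045 to day 7 (616 and 429) and 1101 to day 14 (767 and 334). The share going up to day 1 was 44.2% and turned to 54.8% with the arrays centred on their medians, and that to day 14 was 69.7%, against 59.3% after quantile normalization. With the arrays of the comparison alone, 533 passed to day 7 and 196 to day 14. The lowest counts with 1 culture line left out were 522 (without DL FP replicate 1) and 420 (without DL FP replicate 1). No clustering of time profiles was run.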

The 5 most significant profiles predominantly showed an upward (18, 34 and 48) or downward (29 and 7) trend in transcript abundances during adipogenesis (Fig. 8). Profile 18 with 227 transcripts with an initial decline in expression level from day 0 to day 1, an increase to day 7 and subsequent high level expression was enriched in immune pathways (STAT3 and JAK2 in hormone-like cytokine signaling), growth hormone signaling, white adipose tissue browning pathways and PPAR/RXR activation. 

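Single genes of brown and beige fat fell to day 1 and rose to day 4. The beige cell regulator EBF2 fell by 1.45 on the log2 scale to day 1 and rose by 2.57 to day 4 (adjusted p at most 7.0e-13 from limma), and the deiodinase DIO2 fell by 0.56 to day 1, then rose by 1.51, 1.25 and 1.05 to days 4, 7 and 14. The coactivator PPARGC1A rose by 0.48 to day 7 and 0.50 to day 14. Of 15 tested brown and beige fat genes, 0 higher, 4 lower and 11 not passing to day 1 (0 higher and 2 lower when adjusted over the list alone) and 6 higher, 2 lower and 7 not passing to day 4 (6 higher and 2 lower when adjusted over the list alone). PPAR signaling had 10 higher, 10 lower and 22 not passing of 42 to day 1 (10 higher and 10 lower when adjusted over the list alone), 26 higher, 6 lower and 10 not passing to day 4 (26 higher and 6 lower when adjusted over the list alone) and 6 higher, 2 lower and 34 not passing to day 7, when ME1 rose by 1.13. Camera called both lists from day 1 to day 4 (adjusted p = 0.023, adjusted p = 0.063 with an estimated correlation, and adjusted p = 2.2e-09, adjusted p = 0.013 with an estimated correlation) and neither to day 1 (adjusted p = 0.77 and 0.71). To day 1 the brown fat list had a median of 0.06 and a mean of -0.14.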

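All 63 tested genes of mitosis and the kinetochore fell from day 1 to day 4 in AIM. The cytokinesis gene ANLN fell by 4.36 on the log2 scale (adjusted p = 2.0e-26 from limma), the spindle gene DLGAP5 by 4.13, TTK by 3.86 and the kinetochore gene CENPF by 3.79. In CCM the list fell too, the mean of its median going from 7.75 to 4.79. In AIM these genes came partly back afterwards, and not evenly in both breeds. In AS the mean of the median was 4.45 on day 4, 4.63 on day 7 and 5.32 on day 14, and in DL 4.20, 5.19 and 5.10. To day 7 ANLN rose by 1.38 and the anaphase activator CDC20 by 1.23, with 29 higher, 0 lower and 34 not passing (36 higher and 0 lower when adjusted over the list alone), and to day 14 cyclin CCNB1 rose by 0.73, with 17 higher, 0 lower and 46 not passing (27 higher and 0 lower when adjusted over the list alone). DNA replication had 1 higher, 37 lower and 6 not passing of 44 to day 4 (1 higher and 39 lower when adjusted over the list alone), RRM2 falling by 3.03 and ATAD2 by 2.23, and 2 higher, 1 lower and 41 not passing to day 7. The mitosis list was below other genes to day 4 (adjusted p = 2.6e-28 from camera, adjusted p = 0.028 with an estimated correlation) and above them to day 7 (adjusted p = 6.2e-28, adjusted p = 0.1 with an estimated correlation) and day 14 (adjusted p = 4.4e-11, adjusted p = 0.58 with an estimated correlation).

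**Figure D3:**
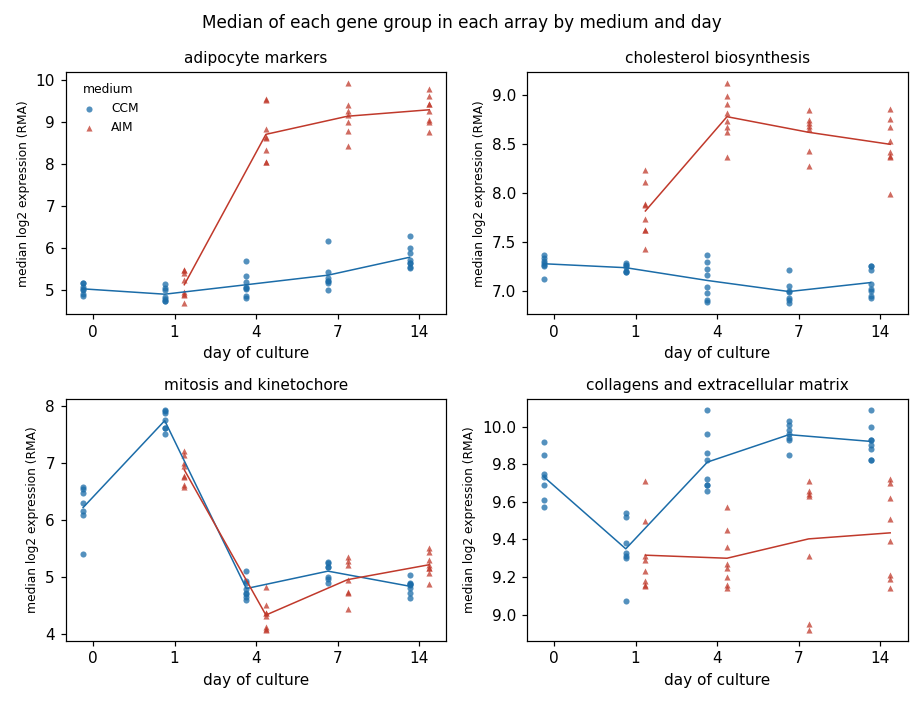
Median log2 intensity over adipocyte markers, cholesterol biosynthesis, mitosis and kinetochore, and collagens and extracellular matrix by day, in AIM and in CCM. Points are single arrays and lines join the group means. The mean of the mitosis median in AIM was 6.88 on day 1 and 4.33 on day 4, against 7.75 and 4.79 in CCM, and that of the adipocyte markers was 5.12 and 8.70.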

Profile 29 included 446 transcripts with a reverse temporal expression pattern enriched in the cell cycle, particularly in the kinetochore metaphase signaling pathway. A total of 219 transcripts of profile 34 showed constant upregulation at each time point from day 1 to day 14 and were associated with triacylglycerol biosynthesis, AMPK signaling, PPARα/RXRα and TR/RXR activation. 

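Triacylglycerol genes made most of their rise between day 1 and day 4. DGAT2 rose by 5.87 on the log2 scale (adjusted p = 5.2e-27 from limma), CIDEA by 4.95 and CIDEC by 4.08 in that step, and DGAT2 rose by a further 1.05 to day 7. To day 14 glycerol kinase (GK, 1.23), the coat gene PLIN2 (0.86) and the acyltransferase MOGAT2 (0.87) rose. Of 20 tested genes of triacylglycerol synthesis and lipid droplets, 2 higher, 2 lower and 16 not passing to day 1, 16 higher, 1 lower and 3 not passing to day 4 (16 higher and 1 lower when adjusted over the list alone), 4 higher, 0 lower and 16 not passing to day 7 (7 higher and 0 lower when adjusted over the list alone) and 6 higher, 1 lower and 13 not passing to day 14. Of 71 AMPK signaling genes, 33 higher, 19 lower and 19 not passing to day 4 (33 higher and 19 lower when adjusted over the list alone). Camera called triacylglycerols to days 4 (adjusted p = 2.8e-09, adjusted p = 0.0051 with an estimated correlation), 7 (adjusted p = 6.6e-04, adjusted p = 0.17 with an estimated correlation) and 14 (adjusted p = 0.032, adjusted p = 0.58 with an estimated correlation), not to day 1 (adjusted p = 0.78), and AMPK signaling to day 4 (adjusted p = 4.4e-04, adjusted p = 0.047 with an estimated correlation).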

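Most sterol genes rose early in AIM, and a few fell again later. To day 1 the thiolase ACAT2 rose by 1.03 on the log2 scale (adjusted p = 1.4e-10 from limma) and the oxidase MSMO1 by 0.69, while the reductase DHCR7 fell by 0.77. To day 4 HSD17B7 rose by 2.74, DHCR7 by 1.88 and the lanosterol synthase LSS by 1.33. From day 4 to day 7 the synthase FDPS fell by 0.34 and NSDHL by 0.29, and to day 14 HSD17B7 fell by 0.50. Of 14 tested, 9 higher, 1 lower and 4 not passing to day 1 (10 higher and 1 lower when adjusted over the list alone), 13 higher, 1 lower and 0 not passing to day 4 (13 higher and 1 lower when adjusted over the list alone), 0 higher, 2 lower and 12 not passing to day 7 (0 higher and 4 lower when adjusted over the list alone) and 0 higher, 1 lower and 13 not passing to day 14 (0 higher and 1 lower when adjusted over the list alone). The list was called upward to days 1 (adjusted p = 0.0016 from camera, adjusted p = 0.37 with an estimated correlation) and 4 (adjusted p = 8.6e-07, adjusted p = 0.057 with an estimated correlation) and downward to days 7 (adjusted p = 0.0062, adjusted p = 0.51 with an estimated correlation) and 14 (adjusted p = 0.027, adjusted p = 0.6 with an estimated correlation).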

Transcripts related to cholesterol biosynthesis showed an increase in expression until reaching a plateau at day 7 and a smooth decline until day 14. A large set of 558 transcripts showed a decline in expression from day 0 to day 7 and consistently low further expression. They were associated with different signaling pathways, including axonal guidance or IL-8 signaling.

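Matrix genes were among the transcripts that declined in the first 4 days in AIM. The median over the list in each array is a measure unlike the median of the differences given below. Its mean went from 9.73 on day 0 to 9.32 on day 1 and 9.30 on day 4. In CCM it fell as well, to 9.35 on day 1, and was at 9.81 on day 4. To day 1 tenascin TNXB fell by 1.83 on the log2 scale and TIMP3 by 2.10, and from day 1 to day 4 FBLN5 fell by 2.64, MFAP5 by 2.48 and the thrombospondin THBS1 by 2.33 (adjusted p at most 1.2e-11 from limma). The collagenase MMP1 (1.79) and collagen COL4A1 (1.58) rose to day 1. Of 62 tested, 15 higher, 19 lower and 28 not passing to day 1 (16 higher and 19 lower when adjusted over the list alone) and 12 higher, 31 lower and 19 not passing to day 4 (12 higher and 31 lower when adjusted over the list alone). Camera called the list in neither step (adjusted p = 0.93 and 0.13), and to day 1 its median was -0.04, against 0.04 after centring the arrays on their medians and 0.03 after quantile normalization.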

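Of the guidance genes, more fell than rose in both early steps. To day 1 the netrin NTN4 fell by 1.74 on the log2 scale (adjusted p = 6.1e-16 from limma), the ephrin EFNB1 by 1.52 and SEMA3D by 1.45, and to day 4 SEMA3D fell by 4.23, SEMA3C by 2.40 and the myosin light chain MYL9 by 2.29. Of 80 axon guidance genes, 13 higher, 34 lower and 33 not passing to day 1 (13 higher and 34 lower when adjusted over the list alone), 21 higher, 34 lower and 25 not passing to day 4 (22 higher and 35 lower when adjusted over the list alone) and 3 higher, 4 lower and 73 not passing to day 7. The chemokine CXCL8, also called IL-8, rose by 3.09 to day 4, and CCL19 by 2.62, after IL33 (-4.16) and TNFSF18 (-3.61, or -2.92 with day 1 raised to the background controls) fell to day 1. Of 79 cytokine, chemokine and receptor genes, 9 higher, 36 lower and 34 not passing to day 1 (10 higher and 39 lower when adjusted over the list alone) and 28 higher, 13 lower and 38 not passing to day 4 (28 higher and 13 lower when adjusted over the list alone). Axon guidance lay below other genes to day 1 (adjusted p = 0.042 from camera, adjusted p = 0.27 with an estimated correlation) and not to day 4 (adjusted p = 0.86), and the cytokine list below to day 1 (adjusted p = 0.0016, adjusted p = 0.27 with an estimated correlation) and above to day 4 (adjusted p = 0.0047, adjusted p = 0.19 with an estimated correlation). No list for IL-8 signaling was tested.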

**Fig. 8:**
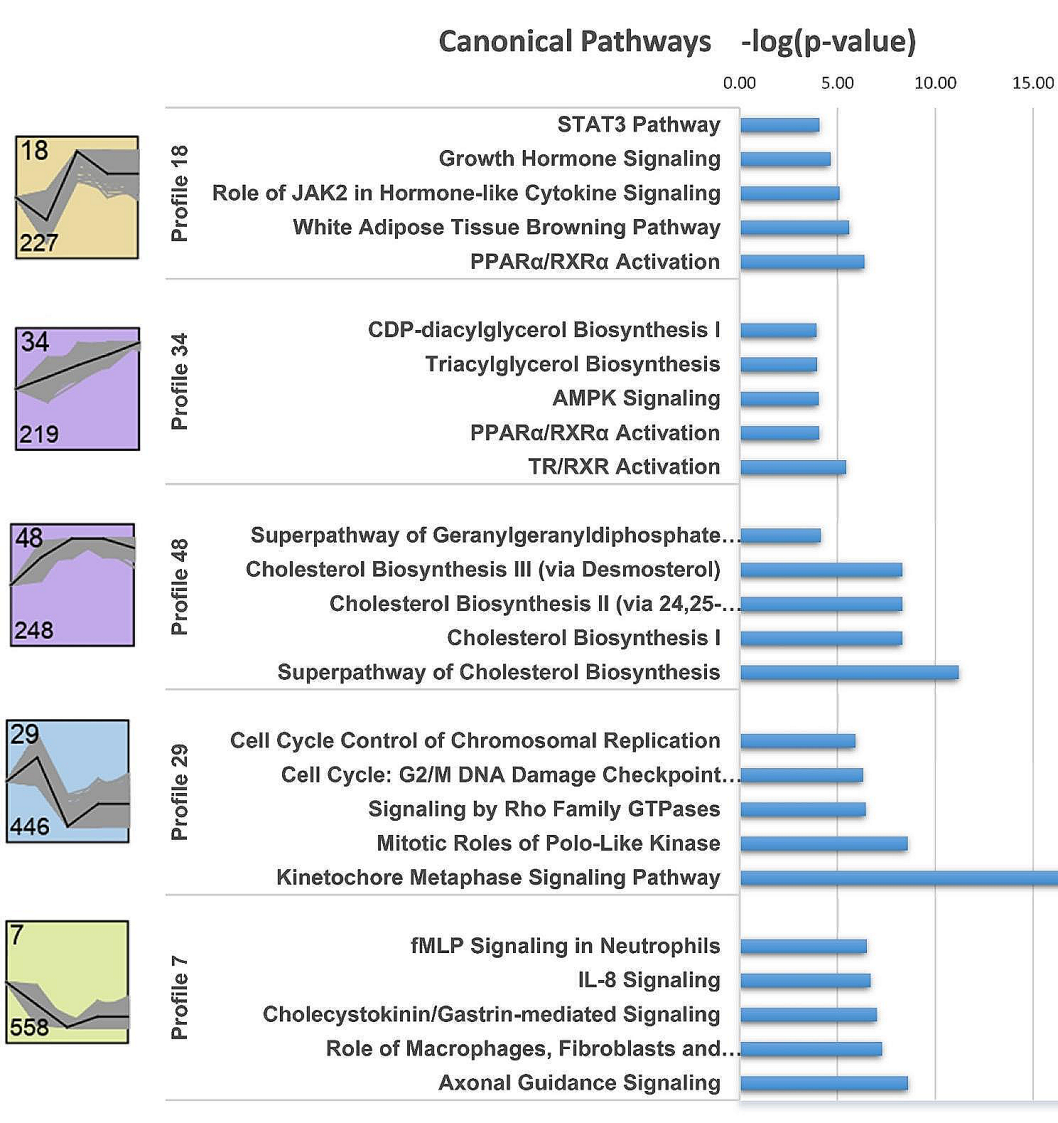
Longitudinal change profiles of transcripts during adipogenesis. Top 5 significant STEM profile and canonical pathways enriched by IPA. Profile 18, 34 and 48 display constantly increasing and profile 29 and 7 display constantly decreasing mRNA abundances during adipogenesis. The profile number was displayed at the top left and the number of genes at the bottom left

## Discussion

Adipogenesis, a developmental process to form fat tissue as energy storage tissue in which excess energy is stored in the form of lipids in adipocytes, is controlled by a complex cascade of adipocyte-specific transcription factors such as peroxisome proliferator-activated receptor γ (Pparg), CCAAT/enhancer-binding protein α (Cebpa), perilipin 2 (Plin2), fatty acid synthase (Fasn) and sterol regulatory element binding transcription protein 1 (Srebp1) [27, 28]. Furthermore, the specific regulation of cellular interactions in conjunction with many differentiation factors and extracellular matrix components are essential for the adipogenic differentiation process, such as signaling pathways, adhesion molecules and transcription factors [23, 29, 30]. During the early stages of adipogenesis, preadipocytes undergo clonal expansion and commitment to the adipogenic lineage (day1- day4). 

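Some early adipogenic regulators answered AIM within a day. The factor CEBPD was higher than in CCM by 1.85 (standard error 0.08, adjusted p = 2.1e-19) from limma on day 1, the glucocorticoid-induced KLF9 by 1.99 and EBF1 by 1.31, and the preadipocyte factor ZNF423 was at -0.62. CEBPB was higher by 0.34 on day 1 and by 1.90 (standard error 0.09, adjusted p = 1.7e-20) on day 4, then 1.67 and 1.51. On day 4 STAT5A was at 1.48 and KLF4 at -2.30. Of 19 tested early adipogenic transcription factors, 6 higher, 2 lower and 11 not passing on day 1 (7 higher and 2 lower when adjusted over the list alone) and 10 higher, 4 lower and 5 not passing on day 4 (10 higher and 5 lower when adjusted over the list alone). The list was above other genes on both days (adjusted p = 0.0031 from camera, adjusted p = 0.093 with an estimated correlation, and adjusted p = 0.021, adjusted p = 0.15 with an estimated correlation).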

At this stage, the accumulation of intracellular lipid droplets is minimal and cells are still actively proliferating, as observed in our study with numerous signaling pathways related to the cell cycle, cell division, cell migration, or cell proliferation including *CEBPB*. As the differentiation process progresses, cells begin to accumulate intracellular lipid droplets and changes in gene expression patterns occur, such as increased expression of adipocyte-specific markers including *ADIPOQ*, *FABP4*, *PPARG* and *CEBPA*.

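The 4 named markers had most of their difference from CCM by day 4. On day 1 FABP4 was higher by 2.50 (standard error 0.39, adjusted p = 2.4e-06) from limma, and ADIPOQ (0.72, adjusted p = 0.069), PPARG (0.19, adjusted p = 0.43) and CEBPA (0.20, adjusted p = 0.18) did not pass. On day 4 PPARG was higher by 3.49 (standard error 0.16, adjusted p = 8.1e-21) and CEBPA by 1.76 (standard error 0.11, adjusted p = 1.0e-16). PPARG was at 3.23 and 2.41 on days 7 and 14, CEBPA at 1.83 and 1.38, ADIPOQ at 4.15 and FABP4 at 5.07 on day 14. In AIM on day 4 ADIPOQ was 12.72 ± 0.26 (SD, n = 8) and in CCM 5.97 ± 0.92 (SD, n = 8). Of 24 tested adipocyte markers, 3 higher, 0 lower and 21 not passing on day 1 (3 higher and 0 lower when adjusted over the list alone), 23 higher, 0 lower and 1 not passing on day 4, and 24 higher, 0 lower and 0 not passing on day 7, when the lipoprotein lipase LPL had already been higher by 5.93 on day 4. The list was not called on day 1 (adjusted p = 0.16 from camera), and lay above other genes on day 4 (adjusted p = 1.4e-19, adjusted p = 0.0015 with an estimated correlation), day 7 (adjusted p = 1.1e-22, adjusted p = 5.6e-04 with an estimated correlation) and day 14 (adjusted p = 1.6e-19, adjusted p = 0.0011 with an estimated correlation). The paper states that these markers increase while lipid droplets build up, after an early phase in which cells still divide and CEBPB is active, and that PI3K-Akt signaling and metabolism change most between AIM and CCM.

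**Figure D4:**
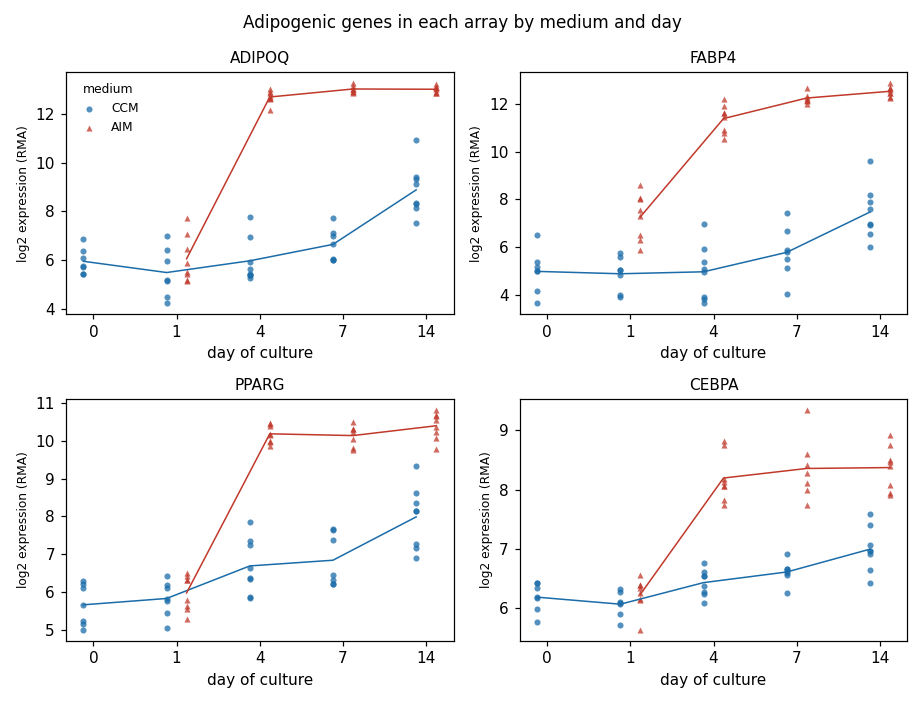
Log2 intensity of ADIPOQ, FABP4, PPARG and CEBPA by day in AIM and in CCM. Points are single arrays and lines join the group means. In AIM the mean of PPARG was 5.98 on day 1 and 10.18 on day 4, and that of CEBPA was 6.23 and 8.20.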

In this study, it was observed that PI3K-Akt signaling and metabolic pathways underwent the most significant changes during adipogenesis (AIM groups) compared to the control group (CCM groups). 

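Counted over the 4 days, 9 of 43 lists were called between AIM and CCM on day 1, 19 on day 4, 19 on day 7 and 20 on day 14, and 1, 8, 10 and 8 of these with an estimated correlation. On day 4, lipolysis had 14 higher, 0 lower and 0 not passing of 14 and a median of 2.43, triacylglycerols 14 higher, 1 lower and 5 not passing of 20 with 1.40, and cholesterol biosynthesis 13 higher, 0 lower and 1 not passing of 14 with 1.34. The lipid droplet gene PLIN1 was higher by 4.46 (standard error 0.16, adjusted p = 4.4e-24) from limma and the phosphatidate phosphatase LPIN1 by 3.48. PI3K-Akt genes changed in both directions. By fry's test of change in either direction, which compares no list with another, adjusted p for PI3K-Akt on day 4 was 4.8e-38.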

The PI3K/AKT signaling pathway plays a crucial role in regulating various cellular functions such as metabolism, growth, proliferation, survival, transcription and protein synthesis. It is particularly important for metabolic homeostasis and its function in insulin-sensitive tissues controlling glucose and lipid metabolism [31]. Knockdown of Akt1 by RNAi can inhibit the differentiation of 3T3-L1 preadipocytes [32], whereas activated Akt can promote the differentiation of 3T3-L1 preadipocytes into mature adipocytes [33]. Metabolic pathway alterations were observed throughout different stages of adipogenesis in this study. Notably, there was a significant upregulation of transcripts in the adipogenesis-induced group, with the most pronounced changes observed on day 7 and reaching their peak on day 14. These changes encompassed several key pathways, including PPAR signaling, AMPK signaling, fatty acid metabolism, regulation of lipolysis in adipocytes, unsaturated fatty acid biosynthesis, glycerolipid metabolism, adipocytokine signaling, peroxisome function, steroid biosynthesis, and pyruvate metabolism.

In this study, changes in transcripts associated with p53 signaling pathways and ferroptosis were identified during the late stage of adipogenesis, particularly on day 14. The role of p53 on adipocyte development, function and maintenance in white and brown adipose tissue was derived from in vivo and in vitro studies [34–36]. Ferroptosis, a form of programmed cell death dependent on iron-dependent lipid peroxidation, represents a novel aspect in adipogenesis research that remains poorly understood [37]. 

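GPX4, which reduces lipid peroxides, was higher in AIM by 1.11 (standard error 0.07, adjusted p = 7.6e-17) from limma on day 4, by 1.21 on day 7 and by 1.05 on day 14. On day 1 it was at 0.05 (adjusted p = 0.68). In AIM on day 7 it was 9.91 ± 0.21 (SD, n = 7) and in CCM 8.76 ± 0.07 (SD, n = 7). Between the breeds in AIM, GPX4 was higher in AS by 0.39 on day 4 (adjusted p = 0.0078), a call that ended with the cultures of a pool averaged (adjusted p = 0.059), the SD filter only (adjusted p = 0.018), no filter (adjusted p = 0.017), centred arrays (adjusted p = 0.015), quantile normalization (adjusted p = 0.031) and, chosen after seeing the data, all 72 arrays as labelled (adjusted p = 0.32), and was at 0.38 on day 7 (adjusted p = 0.015).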

Notably, from day 4 to day 14, key regulator of ferroptosis, Glutathione Peroxidase 4 (*GPX4*), exhibited significantly upregulated transcripts in adipocytes, indicating a substantial difference compared to the control group.

A few transcripts exhibited differences when comparing SMSCs derived from FP or FS. Notably, specific biological processes, such as sterol biosynthesis and beta-oxidation of fatty acids, occur at a late stage in SMSCs derived from FP compared to FS. Interestingly, the expression of CCAAT/enhancer binding protein alpha (C/EBPα), a key transcriptional activator of adipocyte genes during adipogenesis, was significantly higher in FP than in FS. 

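CEBPA was higher in FP than in FS in AIM by 0.49 on day 4 and by 0.58 on day 7 without passing (adjusted p = 0.1 and 0.12 from limma), and was at -0.24 on day 14 (adjusted p = 0.53). Its values on day 7 were 8.58 ± 0.67 (SD, n = 3) in FP and 8.19 ± 0.39 (SD, n = 4) in FS. PPARG, the other master regulator, was at 0.97 on day 0 (adjusted p = 0.05) and 0.04 on day 7 (adjusted p = 0.98), and FABP4 at 1.43 on day 0 (adjusted p = 0.52). Between the breeds CEBPA passed on day 7, higher in AS by 0.89 (standard error 0.17, adjusted p = 4.4e-04). In CCM the mean of CEBPA was higher in FP than in FS on each day, with 6.62 and 6.25 on day 4. The paper states, naming no day, that CEBPA was higher in FP. It sets this beside reports that cells of the fat pad form fat more readily than those of the surrounding synovium.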

Consistent with findings from other studies, MSCs sourced from the anterior fat pad displayed a greater potential for adipogenic differentiation compared to MSCs from the surrounding synovium [38–40].

DL pigs are more muscular and less fat than AS pigs, which have a higher body fat content with larger fat deposits and intramuscular fat. During adipogenesis of AS-derived SMSCs compared to DL-derived SMSCs, different changes in biological and metabolic processes were observed. These different metabolic processes occur during the early and late phases of adipogenesis. We found that upregulated transcripts associated with metabolic pathways such as fat, energy or amino acid metabolism were particularly prominent on day 7 of adipogenesis in the AS breed. While the upregulated transcripts of SMSCs derived from DL were more enriched in immune signaling pathways on the same day. This suggests a shift in the biological and metabolic process of adipogenesis of SMSCs derived from AS and DL. 

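Few interferon-induced genes passed between the breeds on day 7. The antiviral enzyme OAS1 was higher in AS by 1.16 (standard error 0.29, adjusted p = 0.0053) from limma and the antigen-presenting SLA-1 lower at -0.42, with 1 higher, 1 lower and 33 not passing of 35 tested (0 higher and 0 lower when adjusted over the list alone; adjusted p = 0.87 from camera). Few calcium signaling genes passed, with 1 higher, 7 lower and 51 not passing of 59 (3 higher and 9 lower when adjusted over the list alone). Among those lower in AS were EDNRA (-1.82) and the serotonin receptor HTR2A (-1.35, or -0.59 with AS raised to the background controls). Camera did not call the list (adjusted p = 0.55). Macrophage and monocyte markers had 0 higher, 0 lower and 9 not passing of 9 (1 lower at an unadjusted p under 0.05 in limma), with a median of -0.05, against 0.04 after centring the arrays on their medians and 0.03 after quantile normalization. From the enrichment of the genes higher in each breed, metabolism in AS and immune signaling in DL on day 7, the paper proposes that adipogenesis shifts between cells of the 2 breeds.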

The shift in metabolism in SMSCs from different genetic backgrounds, especially in relation to body fat, is an important clue and criterion for the selection of stem cell donors. The identification and analysis of specific genes, especially those linked to metabolic pathways in AS pigs, as well as pathways such as calcium signaling, immune signaling pathways or Wnt signaling in DL pigs, are crucial. Concentrating on these particular genes within their respective categories will significantly enhance our comprehension of adipose tissue development in diverse breeds, leading to advancements in animal husbandry practices within the field. Previous study showed mouse fed high fat diet alter bone marrow mesenchymal stem cells (BM-MSC) stemness and differentiation [41]. Increase evidence has indicated that overweight/obesity donor cell can change the bone marrow microenvironment, which affects some properties of bone marrow-derived mesenchymal stem cells (BMSCs) [42] or leads to undesirable proliferation, differentiation, and self-renewal of BMSCs [21]. In addition, obese-derived MSCs have lower potency compared to lean-derived MSCs, making them functionally impaired [43]. Donor genetic backgrounds contribute to the functional heterogeneity of stem cells and clinical outcomes particular for regenerative medicine and therapy was reported [44]. The presence of genetic and phenotypic variations in donor cells has the potential to limit the applications of induced pluripotent stem cells (iPSCs). It is intriguing to investigate whether diverse genetic backgrounds influence adipogenesis, particularly regarding the molecular phenotype.

Not surprisingly, the transcripts that show a temporal expression pattern with increasing abundance during adipogenesis from day 1 to day 14 belong to growth hormone signaling pathways, white adipose tissue browning, AMPK signaling pathways, triacylglycerol biosynthesis and PPAR/RXR activation. Metabolic pathways of interest such as white adipose tissue browning and triacylglycerol biosynthesis belong to the storage processes of excess dietary energy in the form of triacylglycerol lipid droplets in white adipose tissue (WAT). The phenomenon known as WAT browning or white-to-brown transition involves the accumulation of fat droplets rich in mitochondrial activity, leading to heightened oxygen consumption and heat generation [45]. Numerous transcripts involved in metabolic pathways, including *CEBPB, CREB3L2, FGFR1, FGFRL1, ITPR2, PLIN1, PRKAA2, PRKAR2B*, and *THRB* (associated with white adipose tissue browning), as well as *ABHD5, ELOVL6, GPAM, LPCAT3, CDS2*, and *LPIN1* (related to di/triacylglycerol biosynthesis), exhibited upregulation during the adipogenesis process in this study. 

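Of the 9 browning genes the paper names, 3 higher, 2 lower and 4 not passing in AIM on day 1, 9 higher, 0 lower and 0 not passing on day 4, 9 higher, 0 lower and 0 not passing on day 7 and 8 higher, 0 lower and 1 not passing on day 14, the same counts as when adjusted over the list alone. Since the paper chose them on these samples, this is not independent evidence. The thyroid receptor THRB was higher by 2.15 (standard error 0.13, adjusted p = 3.3e-17) from limma on day 4, the kinase subunit PRKAR2B by 2.36, with another probe set passing in the opposite direction, FGFRL1 by 1.44, FGFR1 by 0.82, the calcium channel ITPR2 by 1.02, CREB3L2 by 0.73 and the kinase PRKAA2 by 0.62. On day 1 PRKAR2B (-0.99) and FGFR1 (-0.23) were lower, the FGFR1 call ending after quantile normalization (adjusted p = 0.093), with centred arrays (adjusted p = 0.039), the SD filter only (adjusted p = 0.014), no filter (adjusted p = 0.012), the cultures of a pool averaged (adjusted p = 0.056) and, chosen after seeing the data, all 72 arrays as labelled (adjusted p = 0.012).
Of 5 tested di- and triacylglycerol genes the paper names, 3 higher, 0 lower and 2 not passing on day 1, 4 higher, 1 lower and 0 not passing on day 4, 4 higher, 0 lower and 1 not passing on day 7 and 5 higher, 0 lower and 0 not passing on day 14, again the same counts adjusted over the list alone and not independent evidence. The lipase activator ABHD5 was higher by 3.36 on day 14, and on day 4 the synthase CDS2 was higher by 2.09 and LPCAT3 by 2.62. The acyltransferase GPAM was lower on day 4 at -0.38 (standard error 0.12, adjusted p = 0.0057) and higher on day 14 at 0.81, and the day 4 call ended after the arrays were centred (adjusted p = 0.04) or quantile normalized again (adjusted p = 0.047) and with no filter (adjusted p = 0.012). ELOVL6 was not among the tested probe sets.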

Knowledge regarding changes in lipid composition during adipogenesis in SMSC is currently limited. However, a study conducted with human MSC revealed that adipogenic differentiation did not alter phospholipid composition or cholesterol content [46]. PPARg is known to regulate cholesterol metabolism in adipocytes [47]. This study observed an increase in the expression of several genes associated with the cholesterol biosynthesis pathways, reaching a plateau around day 7 and maintaining high expression. This temporal expression pattern aligns with that of PPARγ. Transcripts involved in cholesterol biosynthesis, such as *ACAT2, CYP51A1, EBP, FDFT1, FDPS, HMGCS1, HSD17B7, MSMO1, MVK, SC5D*, and *SQLE*, exhibited an increase during adipogenesis (profile 48). 

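Of 10 tested cholesterol genes the paper names, 10 higher, 0 lower and 0 not passing in AIM on day 1, 10 higher, 0 lower and 0 not passing on day 4, 10 higher, 0 lower and 0 not passing on day 7 and 10 higher, 0 lower and 0 not passing on day 14, all 10 also when adjusted over the list alone. The list came from these samples, so this is not independent evidence. On day 4 HSD17B7 was higher than in CCM by 3.31 (standard error 0.11, adjusted p = 1.1e-24) from limma, ACAT2 by 2.15, HMGCS1 by 1.92, EBP by 1.86, MVK by 1.73, SC5D by 1.72, SQLE by 1.40, MSMO1 by 1.32, FDFT1 by 1.30 and FDPS by 1.23. From day 7 to day 14 in AIM, 1 of the 10 fell and none rose. CYP51A1 had no probe set that carried its name.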

The PPAR pathway, known for promoting adipocyte differentiation and enhancing glucose uptake in the blood, is expressed in the late phase of differentiation when non-differentiated MSCs transition into pre-adipocytes. Similarly, the AMPK pathway, associated with adipocyte differentiation, follows a similar expression pattern [48–50].

In the early phase of differentiation, environmental signals control the differentiation potential and lineage establishment of MSCs [51]. Consequently, pathways associated with stem cell differentiation and cell division, including structures such as centrosome, kinetochores, and central spindle, were activated (profile 29). During the late stage of adipogenic differentiation, pathways involved in the regulation of lipid metabolism and inflammation were prominent. This aligns with previous studies indicating higher expression of genes related to adipocyte metabolism and lipid metabolism in MSCs undergoing adipogenic differentiation [52].

## Conclusions

Overall, adipogenesis is a complex and tightly regulated process involving the coordinated activation of transcription factors and signaling pathways. Genetic backgrounds that differ in metabolic phenotype play an important role in adipogenesis. Notably, the upregulation of molecular pathways related to fat, energy, or amino acid metabolism as early as on the day 7 of the differentiation process in AS compared to DL, highlights a distinct biological and metabolic shift in adipogenesis. This suggests a faster adipogenic differentiation potential in SMSCs from AS compared to DL. Differences in expression along differentiation depending on tissue suggest that anterior fat pads (FP) have a greater adipogenic differentiation potential than MSCs from the surrounding synovium (FS). Understanding the molecular mechanisms underlie adipogenesis is crucial for the development of therapeutic approaches to effectively treat obesity and associated metabolic disorders.

## Methods

### Cell isolation and differentiation experiments

We used cell samples from our previous study [12]. Briefly, three 59-day-old male piglets each of the breeds German Landrace (DL, *n* = 3) and Angler Saddleback (AS, *n* = 3) from the pig breeding unit of the Research Institute for Farm Animal Biology (FBN, Dummerstorf, Germany) were used. The pigs had ad libitum access to feed (Trede and von Pein, Itzehoe, Germany) and water in standard housing at the FBN Experimental Station. Pig were killed at the FBN slaughterhouse using electro stunning. The joint capsules of three male pigs each of the DL and AS breeds were aseptically opened under a laminar flow hood to obtain fibrous synovium (FS) from the inner side of the lateral joint capsule and adipose synovium (FP) from the inner side of the infrapatellar fat pad. Cells isolated on this occasion were used in our previous study and in this study after cryoconservation [12]. The detail of isolation methods, culture conditions, and morphological aspects and molecular characterization of synovial mesenchymal stem cells (SMSCs) derived FS and FP was reported in our previous study [12]. These SMSCs were confirmed to express surface marker profiles indicative of stemness by positive immunofluorescence staining and flow cytometry for CD44, CD29, CD90, and CD105, as reported in our previous studies [12]. We pooled the cells in passage 3 from three donor animals of each breed and each tissue and used these pools in two replicates each at all-time points throughout the study. SMSCs at passage 3 were trypsinized, re-seeded to 2 × 10^4^ cells/well in a 24 well plate with complete culture medium (CCM) (HG-DMEM, 4,500 mg/L glucose Dulbecco’s modified Eagle’s medium, Gibco, New York, USA), supplemented with 10% FBS (Sigma-Aldrich, St Louis, USA) and 1% antibiotic/antimycotic solution. For specific differentiating conditions, adipogenic induction medium (AIM) (StemPro™ adipogenesis differentiation kit, Thermofisher) was used. Adipogenic differentiation was induced by culturing the cells for up to 14 days. The FP- and FS-derived cells from DL and AS in AIM medium were each grown in two independent cultures and collected on day 1, 4, 7 and 14. In addition, non-differentiated cells cultured in CCM medium were kept in parallel as a control group and collected at the beginning of the experiments (day 0) and subsequently at the same time points as the differentiation group (1, 4, 7 and 14 days). A total of 72 samples (differentiated cells (AIM groups): collected at 4 time points × 2 tissues × 2 breeds × 2 replicates) + (non-differentiated cells (CCM groups): collected at 5 time points × 2 tissues × 2 breeds × 2 replicates) were used.

### Histochemistry

To control for adipogenic differentiation, the cells were gently rinsed three times with phosphate-buffered saline (PBS). Subsequently, the cells were fixed with a 4% formalin solution (in PBS) for 30 min at room temperature (RT) and then carefully washed twice with deionized water (ddH2O). The cells were stained with Oil Red O Staining Solution, which contained 60% isopropanol and 1 mg/ml of Oil Red O (Sigma-Aldrich, Taufkirchen, Germany), for 15 min at RT. Following the staining procedure, excess stain was removed, and all stained cells were examined microscopically and photographed using a Nikon Microphot-FXA/FXL microscope.

### RNA isolation, target preparation and hybridization

Total RNA of 72 samples describe above was extracted with TRI reagent (Sigma-Aldrich, Taufkirchen, Germany) and RNeasy kit (Qiagen, Hilden, Germany). Then, they were cleaned and purified with DNase and a column-based NucleoSpin RNA II-Kit (Macherey-Nagel, Düren, Germany). The quality and quantity of isolated RNA were checked by NanoDrop ND-1000 spectrophotometer (Peqlab, Erlangen, Germany), checked for integrity by performing agarose gel electrophoresis (1% agarose gel), and the extracted RNA were stored at -80 °C for further analysis. To prepare the samples for microarray analysis, 500 ng RNA was used for generating amplified sense-strand cDNA using the Affymetrix GeneChip WT PLUS Reagent Kit (Affymetrix, Santa Clara, CA, USA). Next, cDNA was fragmented and biotin-labeled using the Affymetrix GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, USA). Each individual sample was hybridized on a genome-wide snowball array (Affymetrix, Santa Clara, CA, USA), containing 47,880 probe-sets. After staining and washing, Affymetrix GCOS 1.1.1 software was used for scanning and processing the arrays data.

### Microarray data processing, statistical and pathway analyses

The snowball Microarray (Affymetrix) with 47,880 probe sets representing 17,964 annotated genes was used to determine the expression profile. Analysis of the microarray data was performed using the Expression Console 1.3.1.187 software platform (Affymetrix) to translate intensities of chip-spots into values for the expression of transcripts represented by probe-sets as described in our previous study [53]. Background correction, normalization, and summarization was performed using the Robust Multiarray Average (RMA) algorithm. The DABG (Detection Above Background) algorithm was used to filter present and absent genes. Probe sets present in less than 80% of the total number of samples were excluded for further analysis. In addition, probe sets with expression values with a standard deviation of less than or equal to 0.25 (≤ 0.25) across all experimental conditions were filtered out to reduce the number of hypotheses to be considered in the multiple test adjustment. Finally, a total of 13,286 probe sets were used for subsequent analyses.

Linear model procedure available under Row-by-Row Modelling sub-menu from JMP genomics 9.0 software (SAS Institute, Cary, NC, USA) was used to analyze the differential gene expression between tissues, breeds, and state of SMSCs (adipocyte differentiation or control group at each collection day) and their interactions with breeds and tissues. The adjusting for multiple comparisons for all fix effects (tissues, breeds, and state of SMSCs) were calculated by using the post hoc Tukey-Kramer test. The repeated statement of the Proc MIXED was used to consider and take advantage of the repeated measurements of each of the pools at all-time points. Probe sets with expression values differing between groups at an adjusted *p*-value (FDR) of less than 0.01 represent transcript entities with significantly different abundance and were registered as differentially expressed genes (DEGs). The microarray data were then deposited in a public database GSE232501: GSM7349177-GSM7349248.

### Real-time quantitative PCR (qPCR) validation

DEGs were selected for qPCR validation using a 48 × 48 Dynamic array with an integrated fluidic circuit (IFC) on the BioMark HD Real-time PCR System (Fluidigm, South San Francisco, CA, USA). Specific target amplification (STA) was performed according to the manufacturer’s recommendations and according to our previous study [53]. Pre-amplification sample mixtures were prepared using PreAmp Master Mix (Fluidigm PN 1,005,581) containing 1.25 µL of cDNA, 1 µL PreAmp Master Mix, and 0.5 µL Pooled Delta Gene Assay Mix (500 nM) containing DNA-suspensions buffer and primers mixes in 5 µL total volume. The preamplification reaction was incubated at 95 °C for 2 min, followed by 10 cycles at 95 °C for 15 s and 60 °C for 4 min. Fluidigm quantitative measurement runs were carried out with 48.48 dynamic arrays (Fluidigm Corporation, CA, USA) according to manufactures instructions. In brief, 2.5 µL of 2 × SsoFast Evagreen Supermix with Low ROX, 0.25 µL 20 × sample-loading reagent, and 2.25 µL of treated samples were prepared. Separately, an assay mixture was prepared for each primer pair and this included 2.25 µL of DNA Suspension buffer, 0.25 µL of 100 µM forward and reverse primer, and 2.5 µl of 2× assay-loading reagent. The array chips were placed in the BioMark Instrument for PCR at 95 °C for 10 min, followed by 30 cycles at 95 °C for 15 s and 60 °C for 1 min. The data were analyzed using software in the BioMark HD instrument (Fluidigm Corporation, San Francisco, CA). The internal controls of 3 housekeeping genes including *HPRT1, PPIA* and *YWHAZ* were used. Pearson correlation coefficient (r) between the microarray and qPCR data was performed using SAS version 9.4 (SAS Institute). Ten genes were selected for validation and the primers sequence was showed in Additional file 5.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

## Data Availability

The expression datasets for this study can be found in the Gene Expression Omnibus public repository with the GEO accession number (GSE232501: GSM7349177-GSM7349248).

How the deposited data were processed for this re-analysis (not part of the article)

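Synovial stem cells of 2 pig breeds, AS and DL, and 2 tissues, FP and FS, were measured on 72 porcine Snowball arrays on day 0 in CCM and on days 1, 4, 7 and 14 in AIM and in CCM. This gives 36 groups of breed, tissue, medium and day with 2 arrays each. The 2 arrays are independent cultures of 1 pool of cells from 3 pigs. The authors corrected the background of the scanned signals, normalized them across the arrays and summarized them per probe set by RMA in Expression Console (version 1.3.1.187) before the log2 intensity values were deposited, with scanner software GCOS 1.1.1. The deposited table holds 47845 probe sets. Its array medians lie between 3.95 and 4.12, and those of the tested probe sets between 5.28 and 5.53. No value was rescaled for the results given here.

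Probe sets were named from the annotation of the platform, which gives 1 gene for 26426 of them and none for 21419. Of these names, 446 were replaced by the current RefSeq symbol, 95 that conflict with the paper's additional files were dropped, and 932 probe sets without a platform name were named from the paper's files. The last were used for single genes and for the lists the paper names, and not in the other gene lists. Control probe sets were left out. A probe set was tested when its SD over the arrays was above 0.25 and its value was above the median of the array in at least 8 arrays. The paper's own filter on detection p-values was not used here. This left 18335 probe sets.

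The design set before the data were examined took all 72 arrays. The labels of 4 arrays conflict with the paper's additional files, as the first passage describes. After the mean of each tested probe set was taken off, the median correlation of these arrays with the other arrays of the same tissue, medium and day was -0.498, -0.53, 0.34 and 0.225 under the deposited label, and 0.58, 0.761, 0.827 and 0.669 in the place the paper's values imply. These 4 arrays were left out, a departure from that design, and the 72 arrays as labelled and as placed in the paper's tables were fitted as alternatives.

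In R (version 4.3.3), limma (version 3.58.1) fitted 1 mean for each of the 36 groups, with the 8 culture lines (breed, tissue and replicate) as a random block through duplicateCorrelation (statmod version 1.5.0; correlation 0.0258), followed by eBayes. All groups share 1 estimate of the spread. The comparisons were AIM against CCM on days 1 to 14, and each day in AIM against the day before it. FP was compared with FS and AS with DL on day 0 in CCM and on days 1 to 14 in AIM. Beyond the counts that the paper gives were the breed and tissue comparisons in CCM, with the differences of each between the media. P-values were adjusted after Benjamini and Hochberg within each comparison, and a probe set passed under 0.01, the paper's threshold. The tables were prepared in Python (version 3.11.15) with pandas (version 2.3.3) and numpy (version 2.4.6).

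Gene lists of pathways, cell types and the paper's named genes were written from general knowledge before the data were examined. A list was tested with camera at a preset correlation of 0.01 on values freed of the correlation within lines, adjusted over the 43 pathway and cell type lists, at 0.05. Camera with an estimated correlation, fry and Fisher's exact test were run beside it. Genes named in the text follow a rule of 3 parts. These are the 5 largest differences in each direction with the same sign in all pools or tissues compared, every gene the paper names, and up to 4 members of each list with the largest passing differences, or the 2 with the smallest p where none passed. A gene with several tested probe sets is given by the one with the highest mean. Where the mean of a named gene in 1 group was below the mean of the background controls on the same arrays, its difference was also taken with that group raised to these controls, and it is given at least where it moved by more than 0.2. This step was added after the data were seen. The paper's additional files had been opened, in their first lines, before the rule was written. No time profiles were clustered and no RT-qPCR values were analysed here.

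The fit was tested on simulated data with the spread of the real arrays and 200 changed probe sets. Of changes of log2 0.5, 1 and 2, 46.3%, 94% and 100% were recovered in AIM against CCM on day 4, 22.4%, 82.1% and 100% in FP against FS on day 4, and 7.5%, 58.2% and 98.5% in AS against DL on day 7. Of the calls made, 1.84%, 0% and 0.91% were false. The simulated arrays held no differences between pools and no correlation between probe sets, so these shares do not cover false calls from either. With 4 arrays or fewer per tissue or breed and day, changes under log2 1 are often missed. Alternatives varied the filter, the scaling of the arrays, the block, the variance model, the arrays in the fit, the culture line left out, the averaging of cultures and of probe sets, the model terms and the list test, and their effect is given in the closing section.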

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

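The tests reported in this part were set before the result was seen, and the 3 gene lists at its end were picked from the lists after their values were seen. Of 99 groups of arrays, 3 held an array far from the others, and chance picks out about 1 in 20 groups. On day 0 in CCM the DL FP replicate 1 array had a median of 5.53 over the tested probe sets, against 5.46 to 5.47 in the other 6 arrays. On day 1 in AIM CEBPA was at 5.64 in the DL FS replicate 1 array, against 6.14 to 6.56 in the other 7, and PIK3R1 at 8.85 in the AS FP replicate 2 array, against 9.23 to 9.53.

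The difference between the breeds was tested for a change between AIM and CCM. The paper's model held such interactions, and its text mentions that of breed and stage for ADIPOQ and FABP4 by RT-qPCR. It gives no counts of them from the arrays. The change passed in limma for 3, 88, 129 and 71 probe sets on days 1, 4, 7 and 14. Among the named genes the transporter FLVCR2 was at 2.57 on day 4, 3.14 on day 7 and 2.76 on day 14, with AS minus DL at 3.19 in AIM and 0.05 in CCM on day 7. ADIG, of the fat cell, was at 1.84 on day 4, 2.17 on day 7 and 1.47 on day 14, the insulin-like growth factor binding protein IGFBP5 at -1.62 on day 7 and -2.08 on day 14 and SEMA3D at -1.80 on day 7. GRIN3A (-1.63 on day 4 and -1.49 on day 7) was higher in AS in CCM and less so in AIM, and PLCXD3 (-2.18 on day 4, -2.48 on day 7 and -2.80 on day 14) was higher in AS in CCM, with AS minus DL at 0.72 in AIM and 2.90 in CCM on day 4, 0.32 in AIM and 2.80 in CCM on day 7 and -0.30 in AIM and 2.50 in CCM on day 14, both breeds being below the background controls in AIM on day 7. For the adhesion gene NRCAM (1.40 on day 4, 1.32 on day 7 and 2.45 on day 14) and the proteoglycan SRGN on day 4 (-2.79 on day 4) both breeds were below the background controls in CCM, NRCAM at 2.22 in AS and 2.24 in DL on day 4, and for KERA (1.75 on day 14) both were in AIM, so that a breed difference cannot show there and a change between the media is not shown. SRGN on day 14 was at -3.31, of which 1.15 in CCM rests on AS arrays between 2.12 and 6.05. In a fit to the arrays of each day alone, 0, 1, 2 and 6 probe sets passed and the highest of the other splits of the arrays within each medium had 1, 61, 528 and 3. As many as the real split were found in 100, 8, 6 and 1 of 100 splits. Day 1 says nothing on chance, since each split reaches a count of 0, and on days 4 and 7 chance is not excluded. On day 14 no other split had as many. The splits move cultures of the same pools and do not hold the breed difference shared by the media in place. So they do not exclude chance for the change between the media on day 14 either. The highest splits on days 4 and 7 call many times the real count. Which splits these were was not examined. A split that exchanges the breeds in 1 medium alone could give such counts from the breed difference itself.

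The difference between the tissues changed between the media for 6, 5 and 17 probe sets on days 4, 7 and 14. The cadherin DCHS2 was at 1.97 on day 14 and IGFBP5 at 1.59, both higher in FP in AIM, and the metalloproteinase MMP28 at -1.79 and the monooxygenase FMO1 at -2.00. ADIG was at 1.45 on day 7. On day 1 the count was 0 in limma, with 495 at an unadjusted p under 0.05. With the arrays of each day alone 0, 0, 0 and 0 passed in limma, other splits had up to 0, 4, 33 and 6, and since 100 of 100 splits reach a count of 0 in any case, this says nothing on chance. The counts on days 4 and 7 moved by over 1.5 times in several alternatives, tissue by medium interaction on day 7 having 3 with the SD filter only.

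Cells left in CCM were compared between breeds and tissues, which the paper does not report after day 0. AS and DL differed in 215, 569, 211 and 300 probe sets on days 1, 4, 7 and 14, and FP and FS in 32, 85, 36 and 95. In the arrays of each comparison alone the breeds had 29, 133, 43 and 47 passing probe sets. The other splits had at most 0, 4, 0 and 0 (1 of 35 splits as large on each day). This excludes a chance split of the cultures, and not a chance difference between the pools, 1 for each breed and tissue. The tissues had 0, 4, 0 and 0 in limma against 29, 133, 43 and 47 (35, 2, 35 and 35 of 35 splits as large). A count of 0 is reached by each split, so days 1, 7 and 14 say nothing on chance. On day 4 chance is not excluded by this count, and the other split as large is the one by breed, a structure of the arrays that this fit leaves out. The tissue counts at an unadjusted p under 0.05 in the full limma model were 752, 1211, 1086 and 1526.

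Gene groups that the paper does not discuss between AIM and CCM also separated them. On day 1 17 of 24 glucocorticoid-responsive genes were higher in AIM (1 lower, median 0.89, adjusted p = 3.2e-15 from camera, adjusted p = 4.8e-05 with an estimated correlation), led by SGK1 (3.09), ZBTB16 (2.85), TSC22D3 (2.80) and FKBP5 (2.66). On day 14 20 of 28 genes of branched-chain amino acid degradation were higher (adjusted p = 1.3e-04 from camera, adjusted p = 0.17 with an estimated correlation), and 24 of 35 interferon-induced genes were lower (adjusted p = 1.1e-04 from camera, adjusted p = 0.34 with an estimated correlation).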

How the results depend on the processing

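Chosen only after the result was seen were the tests with all 72 arrays as labelled (in which the 4 arrays in conflict keep their deposited group), with all 72 arrays placed as in the paper's tables, with no three-way interaction and with both of the last changes. The other alternatives were set before the data were examined. Counts within 1.5 times the reported ones made up 37 of 37 results with the arrays centred on their medians, 21 of 21 with quantile normalization, 21 of 21 with the stricter filter, 35 of 35 with trend and robust eBayes, 19 of 19 without moderation and 35 of 35 with no three-way interaction. The arrays limit what can be seen near the background. They hold 69 background control probe sets and array medians of 3.95 to 4.12, and a probe set above the array median in fewer than 8 of the 72 arrays was not tested.

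With the SD filter only, which tested 29714 probe sets in place of 18335, breed by medium interaction on day 1 had 0 (1155 at an unadjusted p under 0.05) passing probe sets in limma against 3, breed by medium interaction on day 4 43 against 88, tissue by medium interaction on day 4 3 against 6 and tissue by medium interaction on day 7 3 against 5. With no filter (47722 tested) these 4 counts were 0 (1700 at an unadjusted p under 0.05), 39, 3 and 2, breed by medium interaction on day 7 had 81 against 129 and FP against FS on day 4 88 against 134. The random block joins the arrays of a culture line. With no replicate block tissue by medium interaction on day 4 fell to 3, and with the replicate block as a fixed term it fell to 3 and tissue by medium interaction on day 7 to 3, and no other count moved by more than 1.5 times. The replicate numbers were checked as a pairing of the cultures in AIM and in CCM. Of 14 pairs, 6 correlated above 0.1 (range 0 to 0.25), so no paired comparison was made. The random block, set before the data were examined, still joins arrays of 1 number within a breed and tissue, at a correlation of 0.0258. With only the arrays of the comparison, the fit has fewer arrays to estimate the spread from. FP against FS then had 0 (1124 at an unadjusted p under 0.05), 0 (1331 at an unadjusted p under 0.05), 0 (2004 at an unadjusted p under 0.05), 0 (1537 at an unadjusted p under 0.05) and 0 (1569 at an unadjusted p under 0.05) passing probe sets in limma on days 0, 1, 4, 7 and 14, against 75, 56, 134, 59 and 107, and AS against DL 2, 12, 29, 23 and 32 against 164, 422, 870, 1621 and 746, the AIM time course day 7 against day 4 533 against 1045 and day 14 against day 7 196 against 1101. With the cultures averaged per pool (1 value per pool, fewer samples), FP against FS had 44, 7, 21, 10 and 6 and AS against DL 79, 117, 279 and 272 on days 0, 1, 4 and 14, and these 2 steps of the time course 627 and 492.

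With all 72 arrays as labelled, FP against FS had 24, 10, 18, 15 and 11 passing probe sets on the 5 days, AS against DL 107, 147, 228, 257 and 249, the AIM time course day 7 against day 4 478 and the AIM time course day 14 against day 7 368. In CCM, AS against DL had 136, 204 and 149 on days 1, 4 and 14, against 215, 569 and 300, and FP against FS 0 (847 at an unadjusted p under 0.05), 15, 19 and 24 on days 1, 4, 7 and 14 in limma, against 32, 85, 36 and 95. The breed by medium interaction had 0 (792 at an unadjusted p under 0.05), 1, 9 and 4 and the tissue by medium interaction 0 (738 at an unadjusted p under 0.05), 1 and 1 on days 4, 7 and 14, and 92 of 140 named genes with the largest differences passed. In AS against DL on day 7 ABHD5 reversed to -0.45 from 0.67, LPIN1 to -0.33 from 0.82 and SQLE to -0.02 from 0.44. This setting adds the 4 arrays in conflict and changes nothing else. With all 72 arrays placed as in the paper's tables, the counts rose to 158 in FP against FS on day 0, 111 in FP against FS on day 7, 276 in AS against DL on day 0, 377 in AS against DL in CCM on day 1 and 8 in tissue by medium interaction on day 7, and with no three-way interaction, arrays placed as in the paper's tables, to 157, 125, 303 and 397 in the first 4. The first principal component held 28% of the variance with probe sets scaled to unit variance, against 44.9%. Over the gene lists in the 14 comparisons of media, tissues and breeds, 169 calls became 35 with an estimated correlation, 102 with Fisher's exact test and 242 with fry. In the 4 steps of the time course, 15, 21, 12 and 9 calls became 0, 9, 0 and 0 with an estimated correlation. Where no reason is given, the cause was not tested.

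Leaving out 1 culture line at a time gave fewer calls in most comparisons, with fewer arrays in each fit, and a group left with 1 array was assumed to vary like the others. Lowest and highest counts were 36 (without AS FP replicate 1) to 67 in FP against FS on day 0, 20 (without DL FP replicate 1) to 55 in FP against FS on day 1, 29 (without DL FP replicate 2) to 118 in FP against FS on day 4, 16 (without DL FP replicate 1) to 65 in FP against FS on day 7 and 35 (without DL FP replicate 1) to 100 in FP against FS on day 14. Between the breeds they were 91 (without AS FS replicate 2) to 127 in AS against DL on day 0, 140 (without DL FP replicate 1) to 463 in AS against DL on day 1, 355 (without DL FP replicate 1) to 843 in AS against DL on day 4, 808 (without DL FP replicate 2) to 1650 in AS against DL on day 7 and 343 (without DL FP replicate 1) to 805 in AS against DL on day 14, and in the time course 522 (without DL FP replicate 1) to 874 in AIM time course day 7 against day 4 and 420 (without DL FP replicate 1) to 743 in AIM time course day 14 against day 7. In CCM they were 78 (without DL FP replicate 1) to 222 in AS against DL in CCM on day 1, 252 (without DL FP replicate 1) to 435 in AS against DL in CCM on day 4, 98 (without DL FP replicate 1) to 212 in AS against DL in CCM on day 7, 138 (without DL FP replicate 2) to 283 in AS against DL in CCM on day 14, 15 (without DL FP replicate 2) to 33 in FP against FS in CCM on day 1, 26 (without DL FP replicate 1) to 61 in FP against FS in CCM on day 4, 10 (without DL FP replicate 2) to 35 in FP against FS in CCM on day 7 and 17 (without DL FP replicate 1) to 82 in FP against FS in CCM on day 14. The interactions had 0 (without AS FP replicate 1, 593 at an unadjusted p under 0.05) to 3 in breed by medium interaction on day 1, 11 (without DL FP replicate 1) to 93 in breed by medium interaction on day 4, 19 (without DL FP replicate 1) to 157 in breed by medium interaction on day 7, 19 (without AS FS replicate 1) to 87 in breed by medium interaction on day 14, 0 (without AS FP replicate 1, 1125 at an unadjusted p under 0.05) to 6 in tissue by medium interaction on day 4, 0 (without AS FS replicate 2, 1152 at an unadjusted p under 0.05) to 3 in tissue by medium interaction on day 7 and 2 (without DL FP replicate 1) to 22 in tissue by medium interaction on day 14 in limma, and tissue by medium interaction on day 1 stayed at 0 (495 at an unadjusted p under 0.05 with all lines). The DL FP lines gave the lowest count in 18 (replicate 1) and 8 (replicate 2) of 34 comparisons. AIM against CCM and the first 2 steps of the time course stayed within 1.5 times throughout, at 4134 to 4608 in AIM against CCM on day 1. Without AS FP replicate 1 there is no value for day 7 in the comparisons that need it, without DL FP replicate 1 none for day 0, and without DL FS replicate 1 none for day 1 in CCM, since no array of a group is left.

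Of 710 differences of named genes, the number that no longer passed and the number that newly passed, with the same sign, were 12 and 0 with the SD filter only, 19 and 0 with no filter, 7 and 8 with the arrays centred, 7 and 8 with quantile normalization, 1 and 0 with no replicate block, 1 and 1 with the replicate block as a fixed term, 1 and 5 with trend and robust eBayes, 2 and 2 without moderation, 49 and 5 with the cultures averaged per pool, 74 and 0 with all 72 arrays as labelled, 0 and 6 with all 72 arrays placed as in the paper's tables, 2 and 5 with no three-way interaction and 1 and 10 with no three-way interaction, arrays placed as in the paper's tables. With the stricter filter it was 0 and 3 of 649. Leaving out a culture line ended 21 (without AS FP replicate 2) to 34 (without DL FP replicate 1) of these calls. Among differences that passed in the reported fit or in the alternative, signs changed in the 3 named above and in no other setting run for them. Changes of sign in differences that passed in neither were not counted.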

Differences from the paper's values

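Chosen only after the result was seen were the tests with all 72 arrays as labelled, with all 72 arrays placed as in the paper's tables, with no three-way interaction and with both of the last changes, and the others had been set before the data were examined. Counts are set beside the paper's at its own threshold, an adjusted p of 0.01. The filter on detection p-values that the paper applied was not used here, and the 4 arrays in conflict were left out. Of 63 counts, 40 lay more than 1.5 times apart.

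In FP against FS on day 0, the paper gives 346 in all, 188 higher in FP, 158 higher in FS and 161 on no other day, against 75, 39, 36 and 45 here, and in FP against FS on day 1 the paper gives 273 in all, 126 higher in FP, 147 higher in FS and 105 on no other day, against 56, 28, 28 and 23 here. In FP against FS on day 4 the paper gives 556 in all, 227 higher in FP, 329 higher in FS and 305 on no other day, against 134, 73, 61 and 84 here. In FP against FS on day 7 the paper gives 472 in all, 251 higher in FP, 221 higher in FS and 232 on no other day, against 59, 30, 29 and 16 here, and in FP against FS on day 14 the paper gives 569 in all, 225 higher in FP, 344 higher in FS and 422 on no other day, against 107, 55, 52 and 76 here. On all 5 days the paper gives 17 and 4 were found here, and on at least 1 day the paper gives 1617, against 314. For each of these FP against FS counts, none of the 17 to 19 alternatives set before the data were examined came within 1.5 times of the paper's, and none of the 4 added later did.

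Between the breeds, in AS against DL on day 0 the paper gives 701 in all, 263 higher in AS, 438 higher in DL and 239 on no other day, against 164, 42, 122 and 41 here, and in AS against DL on day 1 the paper gives 1014 in all, 352 higher in AS, 662 higher in DL and 403 on no other day, against 422, 143, 279 and 168 here. In AS against DL on day 4 the paper gives 1447 in all, 1062 higher in AS and 385 higher in DL, against 870, 616 and 254 here, and in AS against DL on day 14 the paper gives 1382 in all, 494 higher in AS, 888 higher in DL and 346 on no other day, against 746, 292, 454 and 202 here. On all 5 days the paper gives 100, against 48 here. The alternatives set before the data were examined that came within 1.5 times of the paper's were, for those higher in DL on day 4, 278 with centred arrays, 316 with quantile normalization, 269 with the replicate block as a fixed term, 266 with trend and robust eBayes and 311 without AS FS replicate 2, for those higher in AS on day 14, 359 with centred arrays, 365 with quantile normalization and 333 without DL FS replicate 2, and for those on no other day than day 14, 251 without DL FS replicate 2. The other alternatives did not for these 3 counts, and none did for the other AS against DL counts. With no three-way interaction, arrays placed as in the paper's tables, chosen after seeing the values, AS against DL on day 4 had 991 in all, 710 higher in AS and 281 higher in DL, within the paper's range, but it drops 194 of the 681 probe sets called on day 4 in the part of the paper's table at hand. The same setting, likewise chosen after seeing the values, gave 350 higher in AS and 234 on no other day on day 14, dropping 642 of the 1376, and 71 on all days, dropping 46 of the 100. Chosen after seeing the values as well, all 72 arrays placed as in the paper's tables gave 263 higher in DL on day 4 (dropping 228 of the 681) and 68 on all days (dropping 48 of the 100), and no three-way interaction gave 273 higher in DL on day 4 (dropping 205 of the 681).

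In AIM against CCM on day 4 the paper gives 515 on no other day, against 889 here, and in AIM against CCM on day 14 549, against 870. Of the alternatives set before the data were examined, 674 with the stricter filter came within 1.5 times of the paper's on day 4, and 650 with the stricter filter, 760 with the cultures averaged per pool and 813 without AS FP replicate 2 on day 14, and the others did not. Chosen after seeing the values, all 72 arrays placed as in the paper's tables gave 760 on day 4 and 779 on day 14, dropping 22 of the 1499 and 15 of the 1419 probe sets called in the part of the paper's table at hand, and no three-way interaction, arrays placed as in the paper's tables gave 769 and 772, dropping 20 of the 1499 and 14 of the 1419.

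Of 181 log2 differences of named genes in the paper's tables, 3 lay apart by more than the SD between replicates, with the same sign in each. ABHD5 in AS against DL on day 0 is -0.56 in the paper and -0.63 here (-0.60 with centred arrays and -0.58 with quantile normalization). HMGCS1 in FP against FS on day 0 is -0.13 in the paper and -0.08 here (-0.11 with centred arrays and -0.10 without AS FP replicate 2), and SC5D in FP against FS on day 0 is 0.10 in the paper and 0.17 here (0.14 with centred arrays, 0.13 with quantile normalization, 0.16 with no replicate block, 0.16 with the replicate block as a fixed term, 0.16 with the cultures averaged per pool, 0.15 without AS FS replicate 2, 0.16 without DL FP replicate 2 and 0.13 without DL FS replicate 2). The values in brackets are those of the alternatives set before the data were examined that lay within that SD of the paper's, and the other such alternatives lay outside it. With all 72 arrays placed as in the paper's tables, chosen after seeing the values, ABHD5 was at -0.56, HMGCS1 at -0.13 and SC5D at 0.10, the paper's values, and that setting drops 168 of the 303 probe sets of AS against DL and 219 of the 346 of FP against FS called on day 0 in the paper's tables at hand. The same 3 values came with no three-way interaction, arrays placed as in the paper's tables, chosen after seeing the values, which drops 156 of the 303 and 215 of the 346. Also chosen after seeing the values, no three-way interaction gave -0.61 for ABHD5 (dropping 197 of the 303), and all 72 arrays as labelled gave 0.05 for SC5D (dropping 327 of the 346).

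Some statements of the paper also differ from values here. The paper states that CEBPA was higher in FP and names no day, so the calls on single days given here are not the same test. The mean of CEBPA was higher in FP in each group of medium and day except AIM on day 14. In CCM on day 4 it was 6.62 in FP and 6.25 in FS. CEBPA in FP against FS was at 0.49 on day 4 (adjusted p = 0.1 from limma), 0.58 on day 7 (adjusted p = 0.12) and -0.24 on day 14 (adjusted p = 0.53), and no setting run called it, the lowest adjusted p being 0.045 on day 7 without AS FS replicate 1. Genes raised by AIM in the early stage are placed in the cell cycle and DNA replication by the paper. Against CCM, 0 of 63 genes of mitosis were higher in AIM and 60 lower on day 1 (limma, 0 higher at an unadjusted p under 0.05), 0 higher and 35 lower on day 4 (0 higher at an unadjusted p under 0.05), and 40 of 44 genes of DNA replication were lower on day 1, while from day 0 to day 1 45 genes of mitosis rose in AIM (the mean of their median went from 6.22 to 6.88, and to 7.75 in CCM). On day 4, 5 genes of DNA replication were higher and 11 lower. The most differences between FP and FS are on day 14 in the paper, and on day 4 here (134, against 107 on day 14). Day 14 had the most with 1 culture line left out in 4 cases, without AS FP replicate 1 (83 against 65 on day 4), without AS FS replicate 2 (84 against 73 on day 4), without DL FP replicate 2 (88 against 29 on day 4) and without DL FS replicate 1 (100 against 52 on day 4), and in no other setting run (day 7 has no value without AS FP replicate 1). Day 0 had the most with the cultures averaged per pool (44 against 21 on day 4) and, chosen after seeing the data, with all 72 arrays as labelled (24 against 18) and with all 72 arrays placed as in the paper's tables (158 against 152).

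GPAM is among the genes that the paper describes as raised during adipogenesis, next to its profiles over the days. The values here are of AIM against CCM, an unlike measure. GPAM was at -0.38 on day 4 (adjusted p = 0.0057 from limma, a call that ended with centred arrays, with quantile normalization and with no filter). It was at 0.81 on day 14 (adjusted p = 2.2e-07). For genes higher in DL on day 7 the paper names Wnt signaling, cytokines, purine metabolism, oxidative phosphorylation and the Toll-like receptor and TNF pathways. Higher in DL here were 7 of 76 (camera adjusted p = 0.57, fry adjusted p = 2.4e-05, Fisher adjusted p = 0.98) for Wnt signaling, 6 of 79 (camera adjusted p = 0.13, fry adjusted p = 5.1e-04, Fisher adjusted p = 1) for cytokines, 5 of 47 (camera adjusted p = 0.83, fry adjusted p = 0.028, Fisher adjusted p = 0.84) for purine metabolism and 4 of 70 (camera adjusted p = 0.082, fry adjusted p = 0.0011, Fisher adjusted p = 1) for the Toll-like receptor and TNF list, so that fry called these 4 lists while camera and Fisher's exact test did not. In oxidative phosphorylation 0 of 25 were higher in DL (0 at an unadjusted p under 0.05 in limma) and 1 higher in AS. In 1 of its statements the paper places peroxisome genes on day 7 alone, and 3, 5 and 3 of 29 were higher in AS on days 4, 7 and 14 here (camera adjusted p = 0.011, 1.4e-04 and 0.0015, and with an estimated correlation 0.36, 0.12 and 0.18). Axon guidance, placed there as well, had 13 of 80 higher in DL on day 7 (camera adjusted p = 0.16) and 5 on day 14 (0.037, and 0.17 with an estimated correlation). Changes of p53 signaling are late in the paper, and of 35 p53 targets 5 were higher and 10 lower on day 1, 9 and 16 on day 4, and 11 and 15 on day 14 (camera adjusted p = 0.68 on day 14).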

Other observations

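Chosen only after the result was seen were the tests of the labels of 4 arrays, of failed differentiation, of array centring and of the share of a difference kept without a culture line, and the others in this part were set before. In cells left in CCM, PPARG was higher in FP than in FS, by 0.70 on day 1 (adjusted p = 0.7 from limma), 1.16 on day 4 (adjusted p = 0.0028), 1.28 on day 7 (adjusted p = 0.0061) and 1.14 on day 14 (adjusted p = 0.0042), while in AIM it did not pass on any day. The difference between the media itself was -1.09 on day 4 (adjusted p = 0.24), -1.24 on day 7 (adjusted p = 0.29) and -1.55 on day 14 (adjusted p = 0.016), which misses the threshold. Of 24 adipocyte markers in CCM, 1, 1 and 1 passed on days 4, 7 and 14, higher in FP, and 6, 6 and 8 were higher at an unadjusted p under 0.05 (medians 0.18, 0.17 and 0.30; adjusted p = 0.0019, 3.5e-04 and 3.2e-08 from camera, and 0.98, 0.47 and 0.19 with an estimated correlation). Pericyte markers lay above other genes in FP against FS in CCM on days 1 (adjusted p = 0.003 from camera, adjusted p = 0.054 with an estimated correlation), 4 (adjusted p = 1.4e-07 from camera, adjusted p = 7.2e-04 with an estimated correlation), 7 (adjusted p = 4.1e-05 from camera, adjusted p = 0.012 with an estimated correlation) and 14 (adjusted p = 0.025 from camera, adjusted p = 0.19 with an estimated correlation), with 1 of 6 passing on day 4 and 0 on the other days, where 3, 4 and 3 were higher at an unadjusted p under 0.05 in limma. The kinase subunit PRKAR2B was higher in AS in CCM on each day, by 0.93 on day 1, 1.14 on day 4, 1.08 on day 7 and 1.07 on day 14 (adjusted p at most 4.2e-05), and NANOG by 0.78 on day 4 (adjusted p = 0.0042). The adipocyte markers of AS and DL in CCM on day 14 had 1 higher in AS and 0 lower in limma, with 6 and 1 at an unadjusted p under 0.05 (adjusted p = 1.8e-04 from camera, adjusted p = 0.86 with an estimated correlation).

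Single markers of the stem cell and of other cell types passed in AIM, and camera called none of the 4 lists given with a value here. THY1 (CD90) fell by 1.53 on the log2 scale on day 4 and by 2.20 on day 14, and ALCAM rose by 1.47 on day 7, among 8 stem cell surface markers with 1 higher and 4 lower on day 7 (camera adjusted p = 0.32). Lubricin (PRG4), of the synovial lining, was higher by 1.72 on day 4 and CD55 lower at -3.38, with 1 higher and 3 lower of 12 (adjusted p = 0.88), counts whose order turned with centred arrays and not with newly quantile normalized ones. RUNX2, of the osteoblast, was at -1.58 on day 4 among 9 tested genes with 0 higher and 3 lower (0 and 5 at an unadjusted p under 0.05) in limma (adjusted p = 0.53). Of the cartilage, CILP was at 1.78 on day 4 and SOX9 at -1.07 and ACAN at -1.25 on day 14 (1 higher and 2 lower of 10, adjusted p = 0.91), where the median of the list changed sign with centred and with newly quantile normalized arrays. Endothelial genes had 2 higher and 2 lower of 8 on day 4, with ERG at -1.85, and 12 skeletal muscle genes 0 higher and 2 lower (2 and 4 at an unadjusted p under 0.05) on day 1, with MYL1 at -1.90. Of 6 lymphocyte genes tested, 0 were higher and 0 lower on day 1 in limma (1 and 0 at an unadjusted p under 0.05). The 1 tested erythroid gene, ALAS2, was at 0.08 on day 1 (adjusted p = 0.81), and the 1 tested Y-linked gene, EIF1AY, at 0.41 on day 14 (adjusted p = 4.6e-04).

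Of the 10 genes the paper measured by RT-qPCR, the arrays had 2 higher and 2 lower in AIM on day 1, 4 higher and 3 lower on day 4, 6 higher and 4 lower on day 7 and 5 higher and 4 lower on day 14. FGF2 was at -0.95 and NANOG at -0.84 on day 14. Between the breeds, 1 of the 10 was higher in AS on day 1, NANOG by 0.93 (adjusted p = 8.2e-04 from limma), and 1 on day 7, CEBPA by 0.89 (adjusted p = 4.4e-04), and none passed on days 0, 4 and 14 or lower in AS on any day. Of these, FGF2 and ALPL did not pass on any day (on day 7 -0.06, adjusted p = 0.86, and -0.35, adjusted p = 0.16). Of its 3 reference genes, HPRT1 was higher in AIM by 0.71 on day 4 and 0.69 on day 14 and YWHAZ by 0.50 and 0.54, after YWHAZ at -0.39 on day 1, with 1 lower on day 1 and 2, 2 and 3 higher on days 4, 7 and 14. The 5 other genes that the paper names in its text had 1 higher on day 1 and 5, 5 and 5 higher on days 4, 7 and 14.

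Other splits of the arrays of each comparison were fitted with limma on these arrays alone. For AIM against CCM on days 1, 4, 7 and 14 the real split had 4245, 8044, 7013 and 7618 passing probe sets and the highest other split 0, 3401, 0 and 1591, for the 4 steps of the time course 5961, 7924, 129 and 59 and 0, 2757, 0 and 1, and for AS against DL on days 0, 1, 4, 7 and 14 21, 27, 48, 71 and 51 and 5, 0, 0, 0 and 0. The real split was the 1 of 100 (in AS against DL the 1 of 35) with a count as large in each of these. This excludes a chance split of the cultures. For AS against DL it does not exclude a chance difference between the pools, 1 for each breed and tissue. For FP against FS on the 5 days the real split had 0, 0, 0, 0 and 0 in limma, with 1124, 1331, 2004, 1537 and 1569 at an unadjusted p under 0.05 in the same arrays fitted with their groups, and the highest other split had 21, 27, 48, 71 and 51. A count of 0 is reached by each split (35 of 35 on each day), and this fit leaves the breed out, so the test says nothing on chance for the tissues. The highest of the other splits is the split by breed, which points to the breed as the larger structure of these arrays.

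Of 28 group means in the paper's tables, 8 differ from the deposited arrays as labelled, and 0 after 4 arrays are exchanged in 2 pairs. Each of the 4 arrays correlates more with the group of the paper's tables than with that of its label. The array labelled AS FP in CCM on day 7, replicate 2, had a median of 9.78 over adipocyte markers, against at most 6.16 in the other CCM arrays of that day, which argues against a culture in AIM that failed to differentiate as the whole cause. A change of labels between the tables and the deposit is a candidate explanation, found and tested on the same data. No other biological explanation was tested, and which step changed the labels stays open.

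On day 7 1220 of 1621 passing probe sets were higher in DL than in AS. With each array centred on its median the share fell to 58.1%, so the level of the arrays may account for part of it. Of the probe sets higher in DL, 75.2% were lower in AIM than in CCM on day 14, against 17.7% of those higher in AS and 51% of all tested, and the adipocyte markers had a median of 0.72 for AS minus DL, as fewer differentiated cells in the DL cultures could give. The sign was the same in CCM on day 7 for 81.4% of the passing probe sets (86.4% of those higher in DL and 66.3% of those higher in AS), as a breed difference in both media could give. None of the 3 is excluded, they may act together, and each breed and tissue was 1 pool of 3 pigs, so a difference between the pools stays open.

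AS and DL differed in 48 probe sets on each of the 5 days. With any 1 culture line left out, 48 kept their sign, at no less than 86.5% of the difference. This says little on a single line as the cause. The 48 were chosen for passing on all 5 days in these same arrays, which already asks the cultures of a pool to be alike. A sequence difference between the breeds under the probes could also give such a constant difference, and would leave the other probe sets of the same gene near 0. For 15 of the 48, in 13 genes, 21 other tested probe sets, taken per passing probe set, had a median of 51.6% of the median difference (quartiles of the single ratios 12.9% and 75.7%, 6 under 25% and 8 over 50%). By the rule set before, a median above 50% speaks against a sequence difference, and 51.6% is just above it. The quartiles were not part of that rule and lie on both sides of it. For these genes a probe sequence difference and a difference in expression cannot be told apart, since the other probe sets go both ways. The probe sets without a second one were not searched.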
